# Integrative functional analyses using rainbow trout selected for tolerance to plant diets reveal nutrigenomic signatures for soy utilization without the concurrence of enteritis

**DOI:** 10.1371/journal.pone.0180972

**Published:** 2017-07-19

**Authors:** Jason Abernathy, Andreas Brezas, Kevin R. Snekvik, Ronald W. Hardy, Ken Overturf

## Abstract

Finding suitable alternative protein sources for diets of carnivorous fish species remains a major concern for sustainable aquaculture. Through genetic selection, we created a strain of rainbow trout that outperforms parental lines in utilizing an all-plant protein diet and does not develop enteritis in the distal intestine, as is typical with salmonids on long-term plant protein-based feeds. By incorporating this strain into functional analyses, we set out to determine which genes are critical to plant protein utilization in the absence of gut inflammation. After a 12-week feeding trial with our selected strain and a control trout strain fed either a fishmeal-based diet or an all-plant protein diet, high-throughput RNA sequencing was completed on both liver and muscle tissues. Differential gene expression analyses, weighted correlation network analyses and further functional characterization were performed. A strain-by-diet design revealed differential expression ranging from a few dozen to over one thousand genes among the various comparisons and tissues. Major gene ontology groups identified between comparisons included those encompassing central, intermediary and foreign molecule metabolism, associated biosynthetic pathways as well as immunity. A systems approach indicated that genes involved in purine metabolism were highly perturbed. Systems analysis among the tissues tested further suggests the interplay between selection for growth, dietary utilization and protein tolerance may also have implications for nonspecific immunity. By combining data from differential gene expression and co-expression networks using selected trout, along with ontology and pathway analyses, a set of 63 candidate genes for plant diet tolerance was found. Risk loci in human inflammatory bowel diseases were also found in our datasets, indicating rainbow trout selected for plant-diet tolerance may have added utility as a potential biomedical model.

## Introduction

Manufactured from wild-catch marine forage fish and byproducts from fish processing, fishmeal (FM) is a primary source of protein in aquaculture feeds (aquafeeds). Since annual FM production is already fully utilized, mainly in aquafeeds, finding replacements for FM has been a concern for decades. A growing concern in recent years is the rising cost, as global demand for salmonid and other marine foods has increased while, over the same period, global production of FM has been in decline. Costs notwithstanding, the amount of marine-produced protein needed to feed expanding global aquaculture production systems is not available and is a barrier to the long-term growth of the industry. The decrease in availability of FM along with the increase in costs has led to international efforts toward reformulation of aquafeeds with higher percentages of plant-based products, replacing ever-decreasing amounts of marine protein with ever-increasing amounts from plant-protein sources including plant-meal (PM) and plant-protein concentrates. Supply-and-demand along with the push toward more sustainable aquaculture are not the only concerns with such changes however, as biological barriers to the reformulation of aquafeeds also exist in attempts to reduce and replace FM. Main barriers include incomplete information on nutritional requirements of major farmed species, differences in the digestibility and bioavailability of essential nutrients in reformulated feeds, the presence of antinutritional factors in plant feedstuffs, and the potential for a reduction in palatability and ingestion of aquafeeds with lower percentages of fish-derived ingredients [1–7].

Aquafeeds containing high amounts of plant-based proteins can have an array of effects on fish, starting with reduced feed intake due to palatability that lowers weight gain. Other effects take longer to manifest and include lower feed efficiency, altered gut microflora, immune stimulation and/or intestinal dysfunction [8]. Total replacement of FM with plant proteins has been shown repeatedly to reduce growth in salmonids and other marine species [9–14]. However, suboptimal growth and/or reduced protein retention efficiency results even when fish are fed partial replacement diets and when all known essential nutrients, including amino acids, are present in the diet above required levels [15–18]. Salmonid aquaculture faces a related challenge in the substitution of FM with PM in feeds in that some plant ingredients, such as soya and other legumes, induce severe inflammation, or enteritis, in the distal intestine when present in the diet above certain levels (reviewed in [8]). Numerous studies have described the physiological responses and/or deleterious effects of enteritis related to FM-to-PM diet substitution in fish [19–26].

The United States Department of Agriculture—Agricultural Research Service (USDA-ARS) has been selecting trout based on growth performance when fed an all-plant protein feed for 16 years (eight generations). The line was created by introgression of nine domesticated commercial and conservation stocks. The selected trout (designated ARS-KO strain) grows twice as rapidly as parental lines and does so when fed a high-soy, all plant-protein feed [27]. Further, the selected strain does not develop distal intestine enteritis [28]. This trait makes it possible for the selected strain to be a “positive-control” to compare with non-selected trout strains that develop enteritis when fed plant-protein feeds.

In this report, a non-selected strain (House Creek; HC) and selected (ARS-KO) rainbow trout were fed two experimental feeds over a 12-week period—either a fishmeal-based feed similar to a commercial trout feed formulation or a diet in which all protein was supplied from plant-derived sources, including a high percentage of soy-based proteins. Since dietary alterations cause changes in central metabolism and as growth was the main trait used in the selection program, global gene expression changes in liver and muscle tissue between strains fed with different diets were assessed. Through the combination of differential gene expression with weighted network analyses, using the enteritis-free (selected) trout strain as a control, expression signatures and mechanistic genes were revealed that may be useful marker candidates for surveillance, manipulation and/or selection toward the plant-diet tolerance trait.

## Materials and methods

### Ethics statement

Use of animals in this study was approved by the University of Idaho Institutional Animal Care and Use Committee (IACUC) under the protocol number 2013098. Fish were euthanized by an overdose of tricaine methanesulfonate prior to dissections.

### Rainbow trout husbandry and sampling

HC (non-selected) and ARS-KO (selected) strains [27] were maintained on either a FM or PM based-diet for 12-weeks in triplicate 144 liter tanks. The fish were fed commercial trout fry food (52% protein and 16% lipid; Skretting USA, Tooele, UT) from first feeding until 5 g average weight. At 5 g the fish strains were split into the following replicate treatments (3 tanks of 150 fish each of ARS-KO fed the FM diet, 3 tanks of ARS-KO fed the PM diet, 3 tanks of HC fed the FM diet, and 3 tanks of HC fed the PM diet). Diet formulations are shown in Table 1. In a previous study, we found enteritis is evident in non-selected trout fed a PM diet after 12-weeks of feeding [28]. After 12-weeks’ of feeding, trout were randomly selected from tanks, euthanized by an overdose of tricaine methanesulfonate (MS-222; 250 mg/mL; buffered with sodium bicarbonate), and tissues were excised and either fixed for histological examination or flash-frozen in liquid nitrogen and stored at -80°C for RNA extraction. A total of 24 samples were processed for histology: six HC fish and six ARS-KO fish on PM diet, six HC fish and six ARS-KO fish on FM diet, sampling distal intestine from each individual. A total of 80 samples were processed for RNA: 10 HC fish and 10 ARS-KO fish on PM diet, 10 HC fish and 10 ARS-KO fish on FM diet, sampling two tissues (liver and muscle) per individual. A diagram of the experimental design is provided in Fig 1a. As we are presenting a 2x2 factorial design, four different comparisons (termed “selection”, “diet”, “strain” and “enteritis” effects herein) will be discussed throughout and are detailed in Fig 1b.

**Fig 1:**
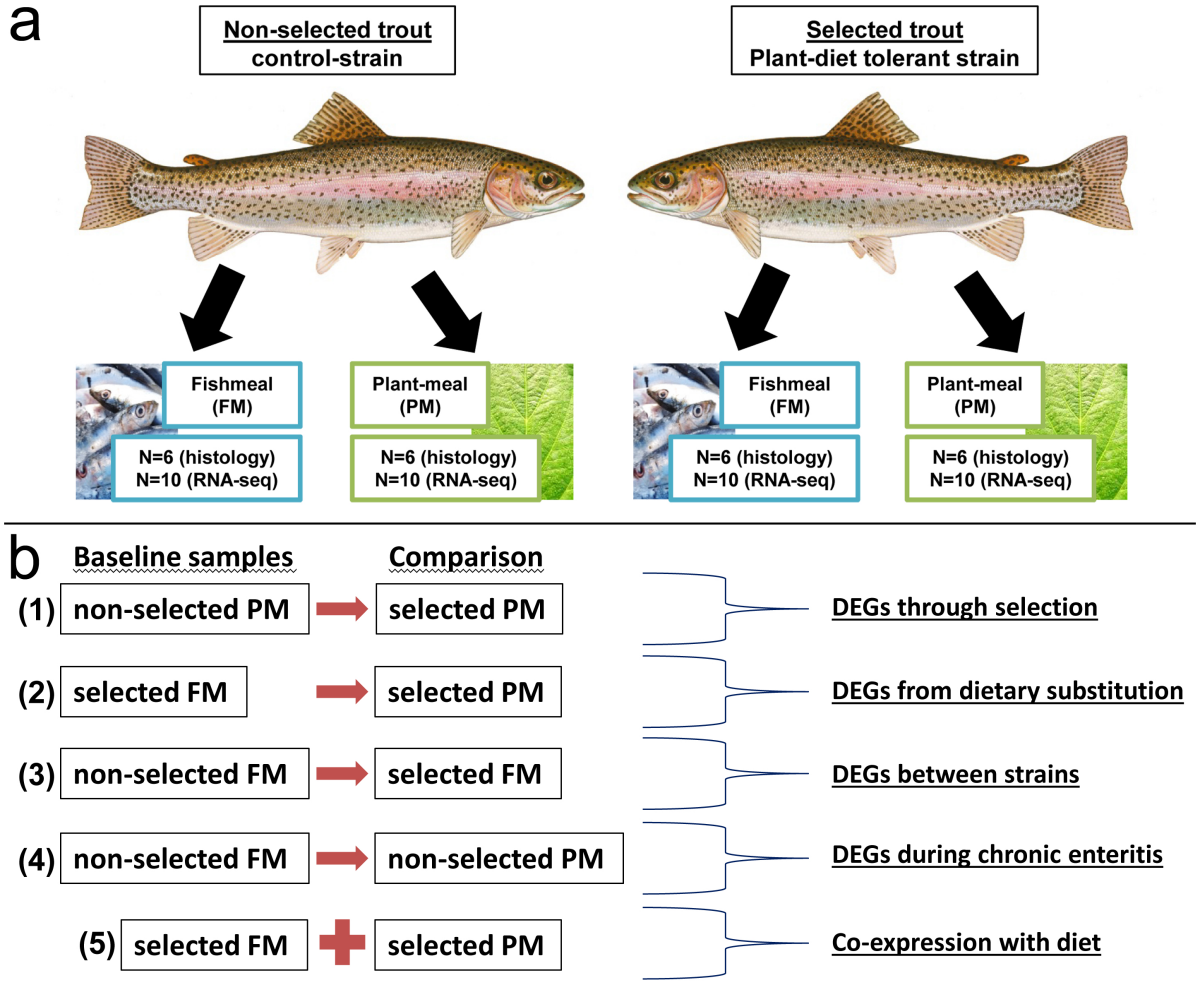
Experimental design.

**Table 1:** Formulations of experimental diets.

INGREDIENT (% of total)	Plant Protein	Fishmeal
	PM diet	FM diet
Anchovy meal	-	41.71
Krill meal	-	28
Soy protein concentrate	29.98	-
Soybean meal	20.00	-
Wheat gluten meal	10.04	-
Wheat flour	15.00	15.4
Fish oil	5.00	11.8
Soybean oil	8.43	-
Vitamin C	-	0.36
Choline	0.50	0.6
TM salt	0.50	0.1
Vitamin premix	0.80	1
Corn gluten, yellow	3.75	-
Dicalcium phosphate	2.55	-
Bioplex mineral supplement	1	1
Lys	1.47	-
Met	0.45	-
Taurine	0.50	-
Astaxanthin	0.03	0.03

### Histology

Distal intestine (DI) is delimited proximally by the first complex fold and distally by the anal opening. For each individual, a 5 mm section of DI, excised immediately distal to the ileo-rectal valve, was sampled and fixed in phosphate buffered formalin (Fisher Scientific, Waltham, MA) for 24 h before being transferred and held in 70% ethanol until processing.

All DI tissue samples were ultimately fixed in buffered formalin, dehydrated in ethanol, equilibrated in xylene and embedded in paraffin (Tissue Tek #4005, melting point: 56°C) for imaging. For each sample, 3 μm sections were cut in the longitudinal plane and stained with hematoxylin and eosin (H&E). Slides were visually inspected using light microscopy (Zeiss AxioScope A1 light microscope, Carl Zeiss Ltd, Cambridge, UK) in a random fashion and with the evaluator blinded to treatment. DI tissue sections were scored according to the following variables on a continuous analogue scale, similar as was previously described [29]: Mucosal fold fusion (MF), lamina propria width and cellularity (LP), sub-epithelial mucosa width and cellularity (SM), degree of enterocyte supranuclear vacuolization (SNV), number of goblet cells (GC), number of eosinophilic granulocytes (EG), and total inflammatory cell number (TIC). The score range was arbitrarily set from one to five for each variable, with higher numbering indicative of increasing severity, to obtain a cumulative histopathology score. Differences between scores were assessed by nonparametric Kruskal-Wallis test and variables within scores were further assessed by Dunn’s post-hoc test.

### RNA sequencing

Total RNA was isolated from tissues using the TRIzol reagent according to the manufacturer’s protocol (ThermoFisher Scientific, Waltham, MA). Total RNA from each sample was then assessed for quantity on a spectrophotometer (NanoDrop 2000, ThermoFisher Scientific) and quality using the Agilent BioAnalyzer with the RNA 6000 Nano Kit (Santa Clara, CA). RNA Integrity numbers (RIN) > 8 were considered high-quality for processing the RNA further to be sequenced. All samples met this criterion.

Total RNA samples were normalized to 1 μg and treated for potential DNA contamination using Amplification Grade DNase I (ThermoFisher Scientific) according to the supplied protocol. Samples were precipitated at least overnight with 3 M sodium acetate-ethanol and reconstituted in 28 μL nuclease-free water. Samples were then processed for removal of both cytoplasmic and mitochondrial ribosomal RNA (rRNA) using the Ribo-Zero Gold rRNA Removal Kit (Illumina, San Diego, CA) per the protocol from the manufacturer. We found that this kit, based on mammalian rRNA probes, is conserved and works well to remove a majority of trout contaminating rRNAs [30]. Ribosomal RNA-reduced samples were then made into directional RNA-sequencing libraries for Illumina HiSeq sequencing using the ScriptSeq v2 RNA-Seq Library Preparation Kit (Illumina) per the instructions, with one modification: we used ½ input RNA volume and ½ reagents to make the libraries. During the PCR amplification step, each sample was barcoded using TruSeq indexes #1–12 (Illumina). Libraries were assessed for quality per the ScriptSeq protocol by using the Agilent BioAnalyzer with the High Sensitivity DNA Kit. Libraries were quantified by qPCR on a Real-Time PCR Instrument (QuantStudio 6 Flex, ThermoFisher Scientific) using a standard curve. Equimolar amounts of samples with different indexes were pooled in multiples of 8 (4 muscle and 4 liver). Pooled libraries were sent for 100 bp single-read sequencing on an Illumina HiSeq 1500. The RNA sequencing datasets are available in the NCBI Gene Expression Omnibus (GEO) repository under accession number GSE79531.

### Bioinformatics

Base calling, generation of quality-scores, demultiplexing and generation of raw data into FASTQ files was either performed in the Illumina sequencer or using the native CASAVA software. Raw reads were then processed for quality control (QC) using the Trim Galore! software. The default parameters were used in this software for both Illumina adapter removal and for trimming of low-quality ends from reads, with Phred Q20 as quality score cut-off. Sequences after QC were filtered for potential ribosomal RNA contamination using the Bowtie2 software [31]. All *Oncorhynchus* species rRNAs available in GenBank were used to align against, where unaligned reads were output for further usage. The default Bowtie2 parameters were used for rRNA screening. Bowtie2 was then used for alignment of reads to the rainbow trout transcriptome [32] with the alignment parameters as recommended by the eXpress software [33]. Bowtie2 alignments were streamed into the eXpress software to generate read-counts and FPKM (Fragments Per Kilobase of transcript per Million mapped reads) values, using the recommended parameters but also including strand information. Effective read counts output from the eXpress software were used to calculate gene expression fold-changes in the DESeq2 package [34] of R-bioconductor, with significant differences assessed by p-values adjusted for multiple comparisons (p-adj < 0.05). For highest confidence, transcripts with an FPKM < 1 were lastly removed from the final data [35].

For Gene Ontology (GO) enrichment analyses, published rainbow trout transcripts [32] were uploaded into the BLAST2GO program [36]. Transcripts were functionally annotated by BLASTx (E-value < 1E-3) searches to the non-redundant (*nr*) protein sequence database at the NCBI and mapped to GO terms, Enzyme Codes (EC) numbers and/or InterPro IDs, where available. This list provided a “reference set” for enrichment analyses. Significantly regulated (p-adj < 0.05; FPKM > 1) differentially expressed (DE) gene lists between each comparison were used as a “test set” for enrichment analysis to the “reference set” by two-sided Fisher’s Exact Test. Enrichment of all the three major GO categories (Biological Process (BP), Molecular Function (MF) and Cellular Component (CC)) was determined. Data was considered statistically significant using a False Discover Rate (FDR) of FDR < 5%. Where possible, data characterized in BLAST2GO were also mapped to Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways using the software.

A weighted correlation network analysis (WGCNA) was performed to determine a consensus gene co-expression network among all ARS-KO (selected) individuals, including those on FM (n = 10) and those on PM (n = 10) diets. Information included for the network build includes liver RNA-seq data, total fish weight, total liver weight and hepatosomatic index (HSI) for each individual (S1 Table). In the absence of the development of distal intestine enteritis in these fish given either diet (i.e. without disease as a confounder), we are as a result parsing out those expression signatures most important in the central (liver) metabolism of dietary replacement by incorporating the selected fish on a PM diet as a positive control. For the analysis, the WGCNA package in R-bioconductor was used [37]. Per the author’s suggestions using RNA-seq data, filtered-transformed FPKM values (S2 Table) were used in the construction instead of read-counts. First, FPKM values were filtered, where any row (gene) was removed when the average of more than 18 of the samples (≥ 90%) had an FPKM value < 1. The data was then log-transformed [log_2_(FPKM +1)] for variance stabilization. These data were then subjected to the WGCNA package per the vignette. Briefly, individuals were first assessed for outliers by clustering RNA-seq data with trait data (none were found / removed). Next, soft thresholding was assessed using a signed hybrid network type. Based on the analysis, a soft threshold (β = 8) was selected and then gene clustering based on topological overlap measure of dissimilarity was performed. To ultimately detect modules of co-expressed genes, a minimum module size of 30 was set as was a cut-height threshold of MEDissThres = 0.20, thereby merging highly correlated (*r* > 0.80) eigengenes and then calculating significant associations with the trait of interest (diet). As is standard in WGCNA, modules will be referred to by their color. GO analysis on genes within each significant module was performed as described above.

For reporting of data, trout transcripts were mapped to their most plausible homolog by BLASTx of the *nr* database in GenBank then accession numbers were converted to *Homo sapiens* gene symbols using bioDBnet [38], where available. Gene IDs throughout are based on the letter/numbering from the FASTA file header of the published rainbow trout transcriptome [32].

### Validation of RNA-sequencing by quantitative PCR

We selected a set of genes for validation with reverse-transcription quantitative PCR (RT-qPCR) using custom TaqMan Gene Expression Assays (ThermoFisher Scientific). A total of eight TaqMan RT-qPCR assays were performed on liver RNA: one up-regulated and one down-regulated gene of interest per each of the four comparisons. Genes of interest selected include: betaine-homocysteine S-methyltransferase 1 (BHMT1); microfibril-associated glycoprotein 4 (MFAP4); GSK-3-binding protein (GSK3); AP-3 complex subunit beta-2 (AP3B2); early growth response 1 (EGR1); elastase-1 (ELA1); mevalonate kinase (MVK); interleukin-17 receptor E-like (IL17REL). TaqMan assays were designed using Primer3 [39], NCBI Primer-BLAST [40] and/or the native Custom TaqMan Assay Design Tool at the manufacturer’s website (ThermoFisher Scientific) using sequences from the rainbow trout transcriptome [32] as reference.

For RT-qPCR reactions, total RNA isolated from the same rainbow trout individuals and tissue as for RNA-seq was used. For each sample, total RNA was normalized to 1 μg, DNase-treated and then salt-ethanol precipitated. DNA-free total RNA was reconstituted and normalized to a concentration of 15 ng/μL. RT-qPCR assays were performed in 384-well format using a total volume of 15 μL, including 5 μL of normalized RNA and 10 μL master mix per well in one-step reactions, combining the Verso 1-step RT-qPCR Mix with ROX kit (ThermoFisher Scientific) components with TaqMan assays. Each well of the master mix includes the following: 7.5 μL of 1-Step qPCR-ROX Mix (2X); 0.12 μL of Verso Enzyme Mix; 0.625 μL of TaqMan probe/primers assay; and 1.755 μL nuclease-free water.

RT-qPCR runs were performed on the QuantStudio 6 Flex System (ThermoFisher Scientific) using the following cycling parameters: 50°C for 30 min and then 95°C for 15 min, followed by 40 cycles of 95°C for 15 s and 60°C for 60 s. Between each comparison, all individual liver samples (biological replicates) used for RNA-seq were also tested by RT-qPCR. Technical replicates were performed in duplicate. No-template control reactions, housekeeping gene amplifications as well as a standard curve were included in each run. Data output was assessed manually for quality against the standard curve and for low standard deviation. Cycle threshold (Ct) values were collected. Relative quantification (fold-change) was calculated by normalizing the gene of interest to the housekeeping gene using the comparative Ct method [41] in the Relative Expression Software Tool (Qiagen, Valencia, CA), with standard curve adjustment for amplification efficiency [42]. Both 18S rRNA and β-actin genes were amplified on each run as housekeeping genes; the more stable of the two, assessed as lowest standard deviation between replicates, was used for ΔCt calculations. Primer information is provided in S3 Table.

## Results

### Histology

The results of the histological evaluation from the sampling are presented in Fig 2. The highest histopathological score, indicative of the largest amount of observed tissue disruption and inflammation, was seen in the non-selected (HC) fish fed the PM diet, followed by HC fed the FM diet, selected (ARS-KO) fish fed the FM diet and ARS-KO fish fed the PM diet. There were significant differences (p = 5.7e^-5^) between the selected and non-selected fish. The differences between treatments was largely accounted for by supranuclear vacuolization (p = 0.005) and total inflammatory cells (p = 0.09) present. As seen in Fig 3a, DI in a selected fish fed the PM diet display well-organized mucosal epithelial cells, contains normal intracytoplasmic supranuclear vacuoles and rare intraepithelial lymphocytes. This is in contrast with a non-selected fish fed the PM diet (Fig 3b), whose DI displays slightly disorganized mucosal epithelial cells, with reduced numbers of intracytoplasmic supranuclear vacuoles and increased numbers of intraepithelial lymphocytes along with mucous cell hyperplasia. Overall, DI tissue of fish in the selected PM treatment appeared structurally similar to those of the non-selected FM and selected FM treatments (Fig 3a), whereas DI of fish in the non-selected PM treatment (Fig 3b) showed higher signs of inflammation under microscopic examination, evident as TIC and SNV (Fig 2).

**Fig 2:**
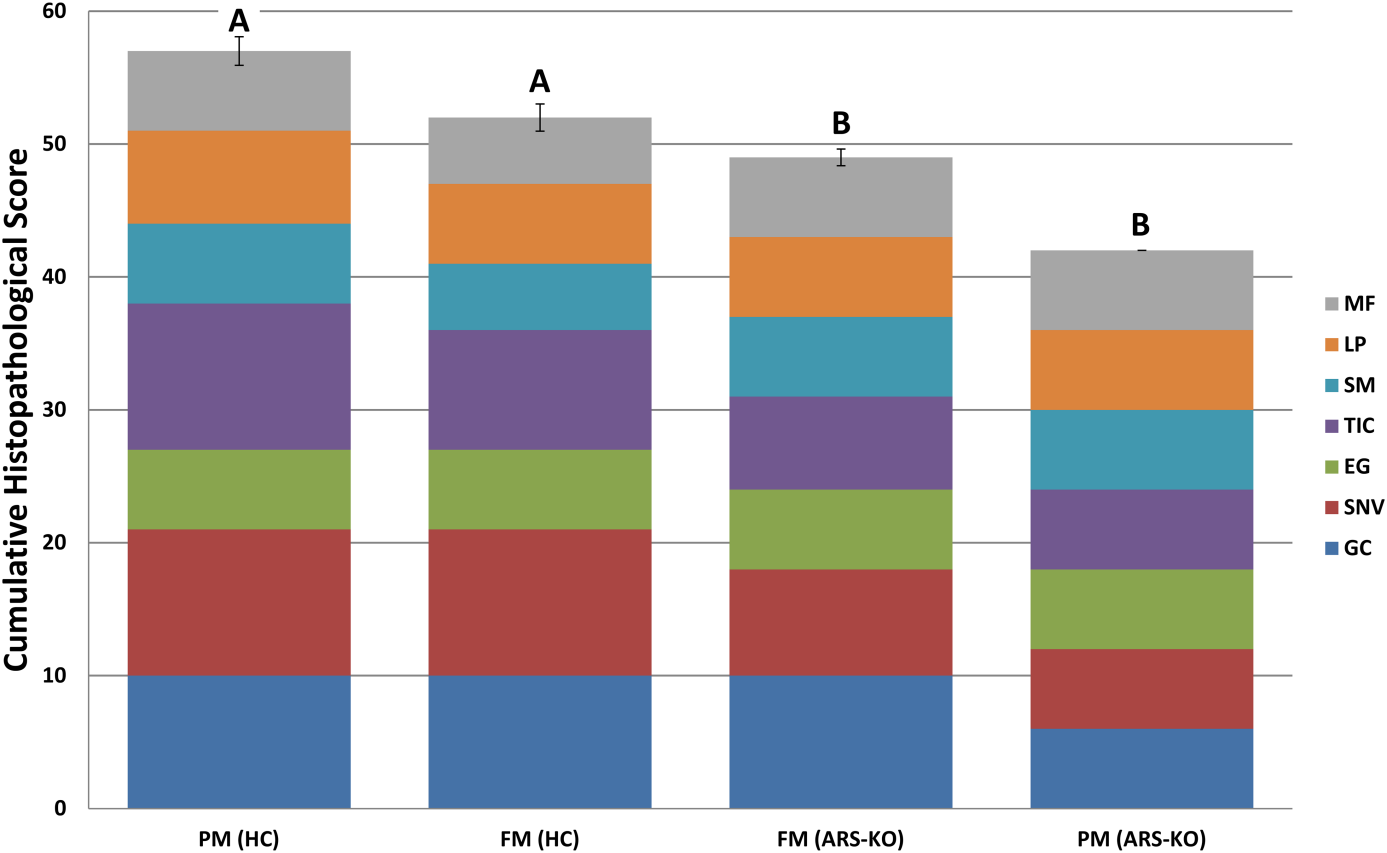
Bar chart of histopathological scoring. The Y-axis shows cumulative score, where higher scoring equals increase in severity. The X-axis indicates fish strain (HC or ARS-KO) along with treatment (PM or FM diet). The chart key and color are indicative of scoring variables: Mucosal fold fusion (MF), lamina propria width and cellularity (LP), sub-epithelial mucosa width and cellularity (SM), total inflammatory cell number (TIC), number of eosinophilic granulocytes (EG), degree of enterocyte supranuclear vacuolization (SNV) and number of goblet cells (GC).

**Fig 3:**
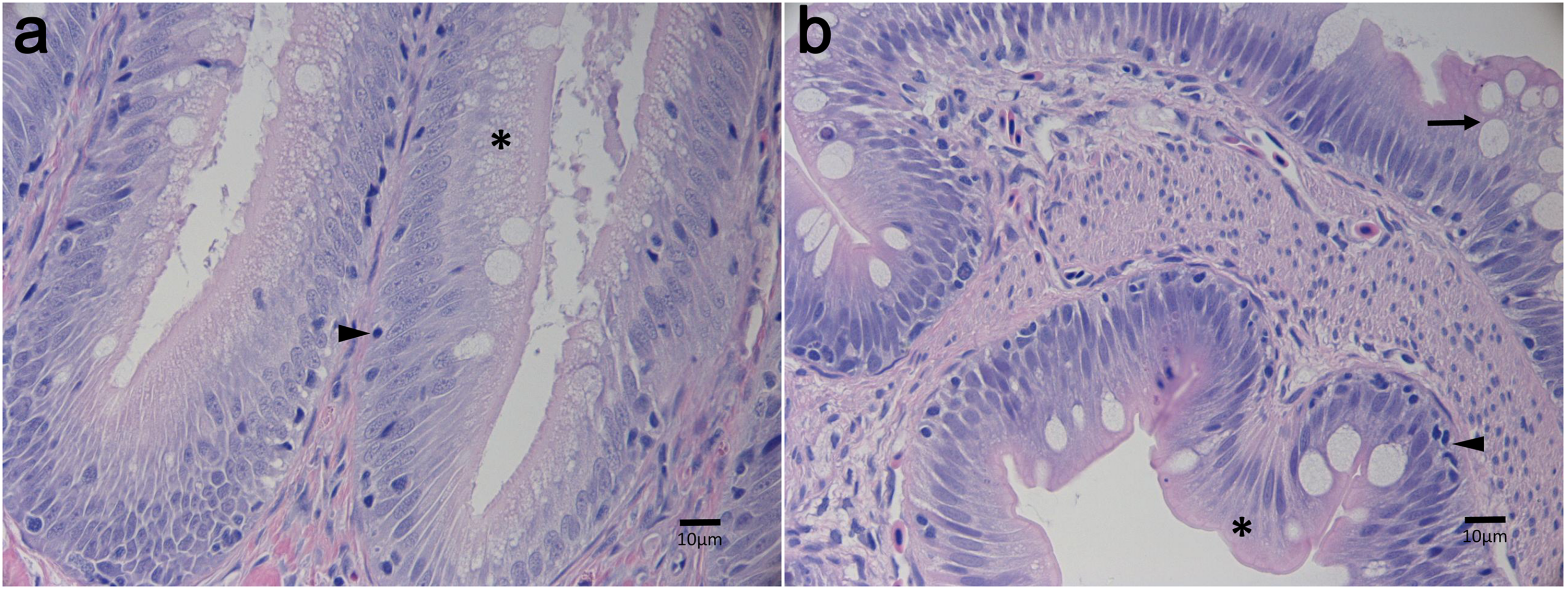
Photomicrographs of distal intestines at 400x magnification. (a). A representative image of selected fish reared for 12-weeks on plant protein based feed, similar to selected and non-selected fish reared on the fishmeal based feed (b). A representative image of non-selected fish reared for 12-weeks on the plant protein based feed. Intracytoplasmic supranuclear vacuoles (asterisk), intraepithelial lymphocytes (arrowhead) and mucous cell hyperplasia (arrow) are so indicated. Scale is depicted by horizontal bar.

### RNA-sequencing summary and validation

A total of 80 RNA-seq libraries were prepared and sequenced, including 40 muscle and 40 liver samples from individual trout based on the design schema (Fig 1). 

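Liver and muscle of the same 40 trout were sequenced, with 10 fish in each of the 4 groups formed by strain (selected or non-selected) and diet (FM or PM). The values used here are the transcript counts that the authors deposited for each of the 80 libraries. They are estimated (effective) counts, which the authors obtained by aligning the quality-filtered, rRNA-free reads with Bowtie2 and assigning them to transcripts with eXpress, and which they rounded to whole numbers without normalization. Each library has a value for 44987 transcripts, named by their transcriptome identifiers. In liver, the total count per library ranged from 5241280 to 10527686 (median 8169302) in non-selected fish on FM and from 7146778 to 19459003 (median 9114598) in non-selected fish on PM. Selected fish had liver totals of 6561278 to 11552439 (median 8780267) on FM and of 5622227 to 8751905 (median 7932984) on PM. In muscle, the totals ranged from 3740035 to 9877350 (median 6617438) in non-selected fish on FM and from 4021149 to 10965955 (median 5767250) in non-selected fish on PM. For selected fish the muscle totals lay between 4926904 and 8835699 (median 6334788) on FM and between 4343881 and 8468111 (median 6027996) on PM. Counts were normalized by edgeR's TMM method and transcripts with too few counts for their group size were left out by edgeR's filterByExpr function. Each comparison used the 20 libraries of its 2 groups in one tissue, and a transcript was called a DEG when its adjusted p-value was under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Log2 fold changes are given for the second group against the first: selected PM against non-selected PM (selection), selected PM against selected FM (diet), selected FM against non-selected FM (strain) and non-selected PM against non-selected FM (enteritis). Values per fish are CPM, that is counts scaled to a common library size, after TMM normalization. The step that the paper applied after testing, the removal of transcripts under 1 FPKM, needs transcript lengths that are not in the files analysed here, so no FPKM was computed, and a mean of at least 1 CPM served in its place in one of the alternatives. The sample labels carry a fish code whose prefix takes 2 values in every group, with 5 fish each. Because the prefixes are nested in the groups, a difference between prefixes and a difference between groups cannot be told apart within a comparison, and the library pools of 8 are not in the labels.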

The overall average sequencing depth was > 30 M reads per sample. After QC, the composite of this dataset produced over two billion high-quality, rRNA-free reads from which to draw conclusions for gene expression analyses. This high-quality dataset presented an average of 25.4 M reads per sample. Sequencing using a tissue-swap design, where equal numbers of each tissue were sequenced together, provided for a consistent number of QC-reads between tissues, averaging 26.1 M and 24.7 M reads per muscle and liver sample, respectively. 

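The counts assigned to transcripts, which are effective counts of the aligned reads and not the QC-reads themselves, had a median of 8262992 per liver library and 6027996 per muscle library. The mean was 8676568 ± 2436938 (SD, n = 40) in liver and 6578552 ± 1696055 (SD, n = 40) in muscle. The lowest and highest totals were 5241280 and 19459003 in liver, and 3740035 and 10965955 in muscle. The 10 transcripts with the most counts took a median of 24.52% of a liver library (21.04% to 26.9%) and 35.35% of a muscle library (28.62% to 39.49%).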

Alignment of the data to the 44990 transcripts from the published rainbow trout transcriptome [32] gave an average mapping rate of 41.8% for muscle samples and 42.7% for liver samples, for an approximate overall mapping rate of 42%.

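The tables analysed here list 44987 transcripts in each of the 80 libraries. A median of 25385 transcripts per liver library (21096 to 31032) and 25114 per muscle library (17675 to 39464) had at least 1 count. With the low-count filter, between 14342 and 14981 transcripts were tested in the 4 liver comparisons and between 13271 and 13409 in the 4 muscle comparisons.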

As this is the first study of its kind using comparisons with these trout strains and treatments, we wanted to validate the results of the RNA-seq analysis using quantitative PCR. We designed custom TaqMan assays for two interesting genes of each comparison, one up- and one down-regulated. We used the same total RNA isolated for RNA-seq as template for qPCR. As shown in Table 2, all genes were validated by qPCR. 

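The 8 genes of Table 2 were measured in liver, with 10 fish per group. MFAP4 (C15301_c1_seq1_) rose in the selection comparison from 78.97 ± 58.14 CPM (SD, n = 10) to 281.98 ± 160.74 CPM, a log2 fold change of 1.822 (standard error 0.349, adjusted p = 0.0109 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 10 selected fish lay above the median of the non-selected fish. BHMT1 (C8153_c0_seq1_) fell in the same comparison from 1409.2 ± 1615.42 CPM to 331.24 ± 133.75 CPM (log2 fold change -2.088, standard error 0.425, adjusted p = 0.0149 by the same test). In the diet comparison, EGR1 (C27383_c0_seq1_) went from 1.52 ± 0.9 CPM on FM to 7.22 ± 7.41 CPM on PM (log2 fold change 2.218, standard error 0.525, adjusted p = 0.0204 by the same test), with 7 of 10 fish on PM above the FM median. ELA1 (C494_c0_seq1_) went the other way, from 25.91 ± 16.78 CPM to 3.47 ± 2.31 CPM (log2 fold change -2.938, standard error 0.508, adjusted p = 0.00792 by the same test), with 9 of 10 fish on PM below every fish on FM. GSK3 (C18587_c0_seq1_) was higher in selected than in non-selected fish on FM, at 24.9 ± 14.12 against 5.05 ± 1.57 CPM, and all 10 selected fish exceeded every non-selected fish (log2 fold change 2.301, standard error 0.297, adjusted p = 0.000298 by the same test). AP3B2 (C40330_c0_seq1_), at 0.65 ± 0.41 against 2.81 ± 1.38 CPM, had too few counts for the low-count filter, and without that filter its log2 fold change was -2.083 (standard error 0.437, adjusted p = 0.0166 by the same test). In the enteritis comparison, MVK (C91938_c0_seq1_) rose from 32.38 ± 10.84 to 75.34 ± 37.37 CPM (log2 fold change 1.207, standard error 0.25, adjusted p = 0.0483 by the same test). IL17REL (C172972_c0_seq1_) fell from 6.97 ± 4.24 to 1.29 ± 1.15 CPM, with all 10 fish on PM below the FM median (log2 fold change -2.431, standard error 0.488, adjusted p = 0.0395 by the same test). Of these values, the one that moved most under another setting was ELA1, whose log2 fold change was -1.637 (adjusted p = 0.32) with a sample score added as covariate, a setting chosen after seeing the data.

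**Figure D1:**
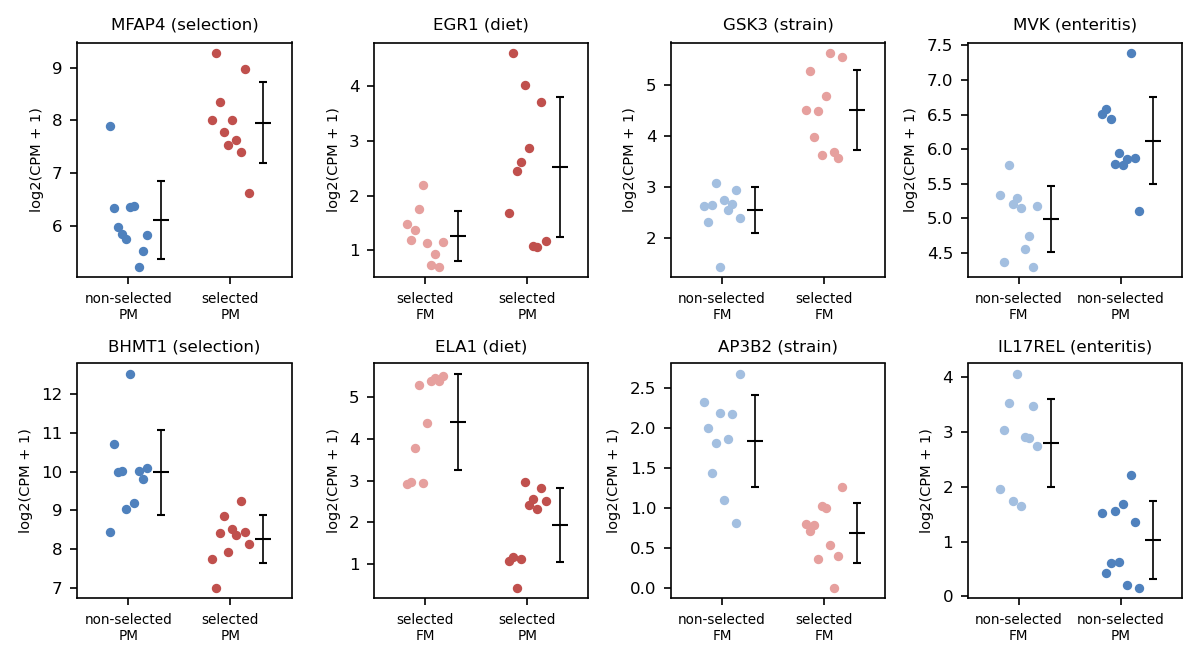
Log2(CPM + 1) of the 8 genes of Table 2 in the liver of each fish, for the 2 groups of the comparison in which the paper lists the gene, 10 fish per group, with the mean and SD of each group as a black point and bar. GSK3 shows no overlap between the groups (5.05 ± 1.57 against 24.9 ± 14.12 CPM), while EGR1 on PM is spread widely (7.22 ± 7.41 CPM).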

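On the sequencing side, the fold change of MFAP4 (C15301_c1_seq1_) was 3.535 and that of BHMT1 (C8153_c0_seq1_) was -4.253 in the selection comparison, with a negative sign standing for lower expression in the second group. EGR1 (C27383_c0_seq1_) changed 4.653-fold and ELA1 (C494_c0_seq1_) -7.664-fold in the diet comparison, GSK3 (C18587_c0_seq1_) 4.927-fold in the strain comparison, and MVK (C91938_c0_seq1_) 2.308-fold and IL17REL (C172972_c0_seq1_) -5.392-fold in the enteritis comparison. The RNA-seq values that the paper prints in Table 2 are -2.94 for BHMT1, -4.95 for ELA1, 3.85 for GSK3 and -2.52 for IL17REL. With the replicate number as a block, BHMT1 changed -3.198-fold. The qPCR values themselves are not in the files analysed here, and the paper reasons from the paired columns of Table 2 that both technologies give the same directions.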

We observed that the magnitude in fold-change is similar and the fold-change directions (±) are the same between technologies.

**Table 2:** Quantitative PCR (RT-qPCR) validation of RNA-seq using liver samples from each of the four comparisons, illustrated in Fig 1.

Baseline / reference samples	Δ samples	Gene	Gene ID	Fold-change (RNA-seq)	p-adj value (RNA-seq)	Fold-change (qPCR)	p-value (qPCR)	major effect assessed
non-selected PM	selected PM	MFAP4	C15301_c1_seq1	2.84	<0.001	2.16	0.001	selection
		BHMT1	C8153_c0_seq1	-2.94	<0.001	-4.90	<0.001	
selected FM	selected PM	EGR1	C27383_c0_seq1	3.40	<0.001	3.24	0.002	dietary
		ELA1	C494_c0_seq1	-4.95	<0.001	-2.24	0.003	
non-selected FM	selected FM	GSK3	C18587_c0_seq1	3.85	<0.001	2.69	<0.001	strain
		AP3B2	C40330_c0_seq1	-2.86	<0.001	-2.18	0.003	
non-selected FM	non-selected PM	MVK	C91938_c0_seq1	1.99	<0.001	1.91	0.001	enteritis
		IL17REL	C172972_c0_seq1	-2.52	<0.001	-5.62	<0.001	

### Differential gene expression

As outlined in Fig 1b, we evaluated differential gene expression as follows. First, by comparing the non-selected stain to the selected strain, both fed the PM diet, we were able to assess the effects of selection on DE of genes on a given diet. Second, using the selected strain as a positive-control, we assessed DE of genes associated with the physiological effects of diet substitution, since we are doing so in the absence of enteritis. Third, comparing the non-selected strain to the selected strain fed the FM diet, we assessed the basal gene expression differences between the strains under a control-like treatment, here a typical fish-protein based diet. Finally, using only the non-selected strain fed different diets we assessed enteritis development after 12-weeks of feeding.

In liver tissues (S4–S7 Tables) we found 826 DEGs that satisfied our stringency (p-adj < 0.05; FPKM > 1) in the selection comparison, assessing the differences between non-selected and selected fish fed the PM diet (Fig 1b). 

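In liver, 14342 transcripts were tested between 10 selected and 10 non-selected fish on PM, and 468 were DEGs (adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The DEG with the smallest adjusted p was villin-1 (C19113_c1_seq1_), which fell from 8.56 ± 4.08 CPM (SD, n = 10) in non-selected fish to 1.09 ± 0.7 CPM in selected fish (log2 fold change -3.055, standard error 0.383, adjusted p = 0.000586). Among the transcripts that rose, TRIM25 (C24548_c4_seq1_) went from 4.44 ± 3.58 to 21.73 ± 4.89 CPM, and all 10 selected fish lay above every non-selected fish (log2 fold change 2.288, standard error 0.346, adjusted p = 0.0037 by the same test). DESeq2, the tool the paper used, called 987 DEGs on the same counts, or 893 among transcripts with a mean of at least 1 CPM. The replicate numbers of the labels, a running number over different fish, were also fitted as a block, which left 139 DEGs. Livers of the 2 groups with the same number did not deviate together more than others (mean r -0.071 for 10 pairs with the same number against 0.009 for 90 other pairs, permutation p = 0.878). Summing the counts of each fish code prefix, which leaves 2 sums per group, gave 0 DEGs.

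**Figure D2:**
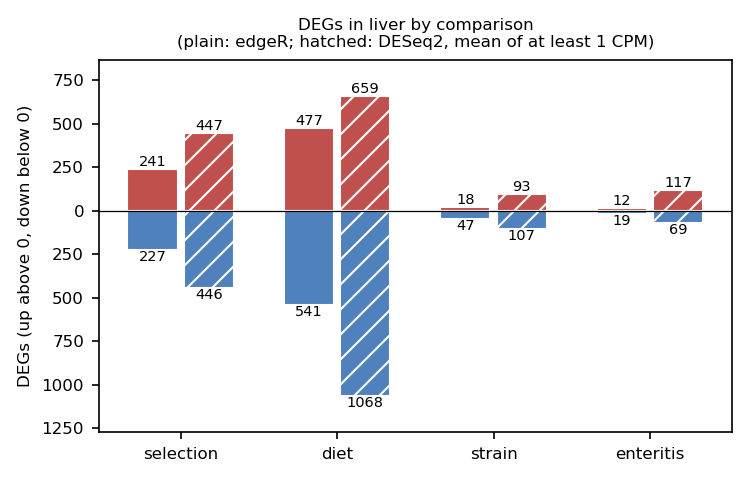
Number of DEGs in the 4 liver comparisons, up-regulated above the zero line and down-regulated below it, from edgeR (plain bars) and from DESeq2 among transcripts with a mean of at least 1 CPM (hatched bars). The diet comparison has the most DEGs with both tools, 1018 and 1727, and the enteritis comparison the fewest, 31 and 186.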

This included 410 down-regulated genes and 416 up-regulated genes. 

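Of the 468 liver DEGs of the selection comparison, 227 were down-regulated and 241 up-regulated in selected fish, a share of 51.5% up. With DESeq2 and a mean of at least 1 CPM the numbers were 446 down and 447 up.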

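Between selected fish on PM and on FM, 14491 liver transcripts were tested and 1018 were DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 541 of them down-regulated and 477 up-regulated on PM. The most significant was slc25a36a (C38649_c0_seq1_), which fell from 65.9 ± 19.76 CPM (SD, n = 10) on FM to 23.47 ± 6.07 CPM on PM, with all 10 fish on PM below every fish on FM (log2 fold change -1.521, standard error 0.183, adjusted p = 0.000246). PRG4 (C97287_c0_seq1_) rose from 1.52 ± 0.54 to 4.98 ± 1.37 CPM, again without overlap between the diets (log2 fold change 1.662, standard error 0.228, adjusted p = 0.00116 by the same test). Of the 19 transcripts named in the S5 Table as ribosomal proteins of the large subunit, 18 were lower on PM, with a median log2 fold change of -1.372. That table holds the paper's DEGs from these same libraries, so the shared direction follows from the choice of transcripts and is no separate evidence. DESeq2 called 2272 DEGs, of which 1727 (659 up, 1068 down) had a mean of at least 1 CPM. With the replicate number of the labels as a block the count was 1215, and livers with the same number correlated at a mean r of 0.131 against -0.014 for other pairs (permutation p = 0.0132, adjusted p = 0.088 over the 8 comparisons). A pair of settings brought the count to 0, the counts summed per fish code prefix and, chosen after seeing the data, the sample score as covariate. This score is the position of each liver library on the first principal component of the muscle libraries, so it rests on the liver counts under test. When the 20 fish were regrouped by prefix so that each new group held one prefix of either diet, 1 of these 2 regroupings gave 440 DEGs and the other 0.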

For the diet comparison, 1341 DEGs were identified, including 693 down-regulated and 648 up-regulated genes. 

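The comparison of selected with non-selected fish on FM tested 14974 liver transcripts and gave 65 DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 47 down-regulated and 18 up-regulated in selected fish. The largest change was that of an interferon-induced very large GTPase 1-like transcript (C25967_c0_seq1_), at 20.21 ± 10.02 CPM (SD, n = 10) in non-selected and 0.35 ± 0.44 CPM in selected fish (log2 fold change -5.743, standard error 0.658, adjusted p = 0.000298). Villin-1 (C19113_c1_seq1_) was lower in selected fish on this diet as well, at 1.86 ± 0.71 against 8.6 ± 4.2 CPM (log2 fold change -2.196, standard error 0.289, adjusted p = 0.000298 by the same test). GSK3 (C18587_c0_seq1_) had the smallest adjusted p among the transcripts that rose (log2 fold change 2.301, standard error 0.297). DESeq2 gave 231 DEGs, and 200 with a mean of at least 1 CPM (107 down, 93 up). With the replicate number as a block 10 DEGs were left, while same-numbered livers had a mean r of 0.017 against -0.002 for the others (permutation p = 0.358). Counts summed per fish code prefix gave 7.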

For the strain comparison, 174 DEGs were identified, including 100 down-regulated and 74 up-regulated genes. 

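Non-selected fish on PM were compared with non-selected fish on FM over 14981 liver transcripts, and 31 were DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 19 down-regulated and 12 up-regulated on PM. An EVI5 homolog (C35698_c0_seq1_) fell from 121.59 ± 24.1 CPM (SD, n = 10) to 74.92 ± 8.04 CPM, all 10 fish on PM below every fish on FM (log2 fold change -0.716, standard error 0.104, adjusted p = 0.00552). Diphosphomevalonate decarboxylase (C75204_c0_seq1_), an enzyme of isoprenoid synthesis, rose from 20.96 ± 4.32 to 41.33 ± 13.38 CPM (log2 fold change 0.963, standard error 0.173, adjusted p = 0.0147 by the same test). All 8 transcripts of sterol and isoprenoid synthesis in the S7 Table were higher on PM, with a median log2 fold change of 0.826, and 2 of them were DEGs, but they were taken from the paper's DEGs of the same livers, in which all 8 are up-regulated. The count rose to 186 with DESeq2 (117 up, 69 down), and all 186 had a mean of at least 1 CPM. It was 12 with the replicate number as a block, and the labels' numbers showed no pairing of the livers (mean r -0.021 against 0.004, permutation p = 0.638). Summed per fish code prefix, the counts gave 1 DEG.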

For the enteritis group comparisons in liver tissues, 184 DEGs were identified, including 75 down-regulated and 109 up-regulated genes. DEGs between comparisons in liver tissues are visualized in a Venn diagram (Fig 4a). 

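Across the 4 liver comparisons, 1467 transcripts were DEGs in at least 1 of them by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Diet and selection alone shared 78, which is 5.32% of the 1467. Counting also those shared with a further comparison, 79 transcripts were DEGs for both diet and selection, and 77 of them changed in the same direction in both. The selected fish on PM are the same 10 livers in both comparisons, so a change in that group enters both. With DESeq2 and a mean of at least 1 CPM the overlap was 178 of 2659 (6.69%), and with DESeq2 alone it was 208.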

The greatest overlap in DEGs occurred between diet-selection with 153 DEGs contributing 6.9% to the Venn. Next was enteritis-selection, where 54 DEGs contributing 2.4% to the Venn overlapped, followed by 37 DEGs between the diet-strain comparison. 

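For enteritis and selection, 5 liver DEGs were shared by these comparisons alone (0.34% of 1467), and 14 by diet and strain alone (0.95%). All 14 of the latter changed in opposite directions for diet and strain, as did all 6 DEGs that enteritis and selection had in common. In each of these pairs, one group of fish is the baseline of one comparison and the compared group of the other. A further 12 DEGs were shared by selection and strain alone and 4 by diet and enteritis alone. DESeq2 with a mean of at least 1 CPM gave 53 for enteritis and selection (1.99% of 2659) and 42 for diet and strain (1.58%).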

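No liver transcript was a DEG in all 4 comparisons by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1 was a DEG in exactly 3 (selection, diet and enteritis). The number in all 4 was also 0 with DESeq2, with DESeq2's size factors, with either other low-count filter and with all 40 livers in one fit.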

Few DEGs had multiple overlap and no common genes were differentially expressed among all four groups.

**Fig 4:**
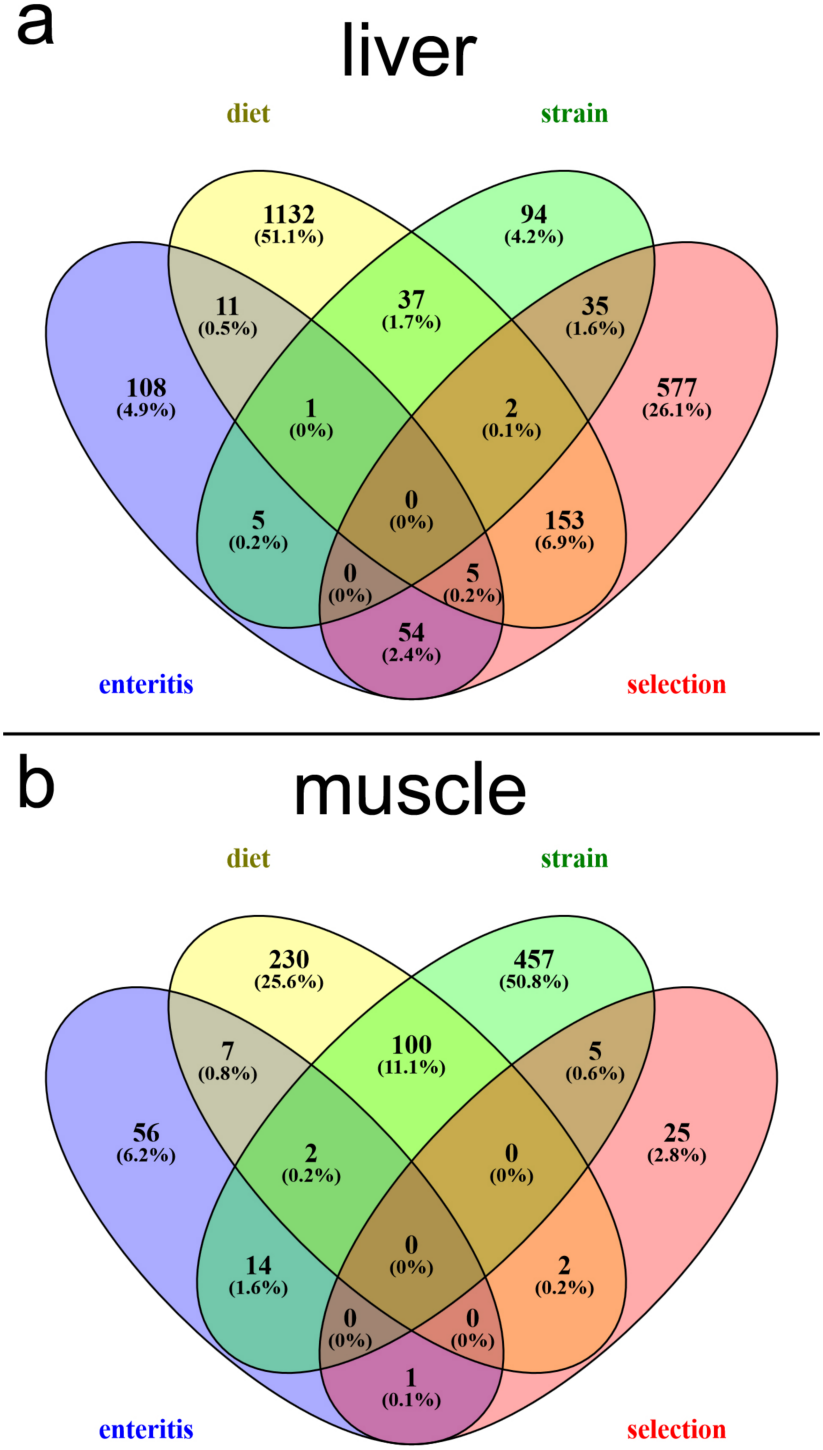
Venn diagram of the number of significant (p-adj < 0.05; FPKM > 1) differentially expressed genes.

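In muscle, 13377 transcripts were tested between selected and non-selected fish on PM (10 fish each), and 0 were DEGs (adjusted p under 0.05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 called 28 on the same counts, 26 of them with a mean of at least 1 CPM. The non-selected group holds 1 library with 39464 transcripts detected against 28283 in the next, and leaving it out, a setting chosen after seeing the data, gave 1 DEG with edgeR and 34 with DESeq2 and a mean of at least 1 CPM. The replicate block also gave 0, and libraries with the same number in the labels were no more alike than others (mean r -0.024 against 0.003, permutation p = 0.646). Counts summed per fish code prefix gave 2 DEGs.

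**Figure D3:**
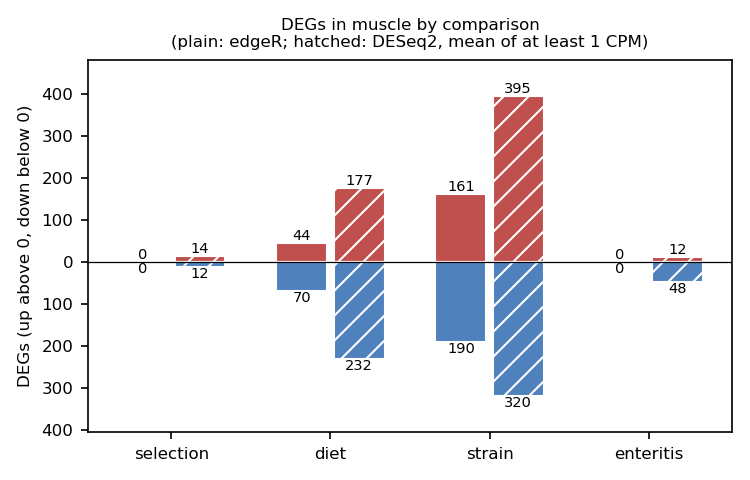
Number of DEGs in the 4 muscle comparisons, up-regulated above the zero line and down-regulated below it, from edgeR (plain bars) and from DESeq2 among transcripts with a mean of at least 1 CPM (hatched bars). The strain comparison has the most DEGs with both tools, 351 and 715, and edgeR calls 0 in the selection and enteritis comparisons.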

In muscle tissues (S8–S11 Tables) we found 33 DEGs in the selection comparison, assessing the differences between non-selected and selected fish fed the PM diet (Fig 4b). 

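With edgeR 0 muscle transcripts passed the threshold in either direction in the selection comparison. The 28 called by DESeq2 were 14 down-regulated and 14 up-regulated in selected fish relative to non-selected fish, and with a mean of at least 1 CPM they were 12 down and 14 up. Of the 33 transcripts that the paper lists, 32 had the opposite sign with DESeq2.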

This included 20 down-regulated genes and 13 up-regulated genes. 

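For diet in the selected strain, 13271 muscle transcripts were tested and 114 were DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 70 down-regulated and 44 up-regulated on PM. MAP kinase-interacting serine/threonine kinase 2 (C38227_c0_seq1_) fell from 52.51 ± 17.93 CPM (SD, n = 10) on FM to 20.22 ± 6.77 CPM on PM (log2 fold change -1.368, standard error 0.204, adjusted p = 0.00606). Ucp2l protein (C4323_c2_seq1_) fell from 129.71 ± 52.51 to 41.65 ± 19.97 CPM (log2 fold change -1.639, standard error 0.262, adjusted p = 0.00685 by the same test). A transcription elongation regulator 1-like transcript (C22694_c0_seq1_) rose from 5.33 ± 1.31 to 10.9 ± 2.24 CPM, with all 10 fish on PM above every fish on FM (log2 fold change 1.027, standard error 0.164, adjusted p = 0.00685). DESeq2 gave 409 DEGs (177 up, 232 down). With the replicate number as a block the count was 162, and same-numbered fish had a mean r of 0.099 against -0.011 for other pairs (permutation p = 0.022, adjusted p = 0.088 over the 8 comparisons). It fell to 0 with counts summed per fish code prefix.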

For the diet comparison, 341 DEGs were identified, including 190 down-regulated and 151 up-regulated genes. 

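Selected and non-selected fish on FM differed in 351 of 13409 muscle transcripts by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 190 down-regulated and 161 up-regulated in selected fish. CCAAT/enhancer binding protein delta2 (C14447_c1_seq1_) rose from 8.15 ± 3.65 CPM (SD, n = 10) in non-selected to 34.84 ± 21.88 CPM in selected fish (log2 fold change 2.083, standard error 0.333, adjusted p = 0.0111). NADH dehydrogenase 1 beta subcomplex subunit 2 (C2583_c0_seq1_) rose from 19.34 ± 9.81 to 59.06 ± 19.28 CPM (log2 fold change 1.597, standard error 0.27, adjusted p = 0.0111 by the same test). Poly(A) polymerase alpha-like (C21419_c3_seq1_) fell from 15.94 ± 4.69 to 8.32 ± 1.49 CPM, with all 10 selected fish below every non-selected fish (log2 fold change -0.937, standard error 0.169, adjusted p = 0.0114). With DESeq2 the count was 748 (419 up, 329 down). The replicate block left 168 DEGs, and the numbers in the labels did not pair the libraries (mean r 0.037 against -0.005, permutation p = 0.191). Counts summed per fish code prefix gave 4.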

For the strain comparison, 578 DEGs were identified, including 288 down-regulated and 290 up-regulated genes. For the enteritis group comparisons in liver tissues, 80 DEGs were identified, including 15 down-regulated and 65 up-regulated genes. 

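Fig 4b, which the muscle paragraph describes, covers the muscle comparison of non-selected fish on PM with non-selected fish on FM. Over 13290 muscle transcripts tested in these 20 fish, 0 were DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 gave 60 DEGs, 12 up-regulated and 48 down-regulated on PM, all with a mean of at least 1 CPM. All 80 transcripts that the paper lists for this comparison had the opposite sign with DESeq2. Leaving out the non-selected PM library with 39464 transcripts detected, a setting chosen after seeing the data, gave 0 DEGs with edgeR and 65 with DESeq2 (13 up, 52 down). The replicate block gave 1, and libraries with the same number had a mean r of 0.057 against -0.005 for other pairs (permutation p = 0.15).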

DEGs between comparisons in muscle tissues are visualized in a Venn diagram (Fig 4b). By far the greatest overlap in DEGs occurred between diet-strain comparisons with 100 DEGs contributing 11.1% to the Venn. 

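In muscle, 432 transcripts were DEGs in at least 1 comparison by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 33 of them (7.64%) were shared by diet and strain. All 33 changed in opposite directions, up in selected fish on FM relative to non-selected fish and down on PM relative to FM, or the reverse. The 10 selected fish on FM take part in both comparisons. DESeq2 with a mean of at least 1 CPM gave 108 shared DEGs (10.14% of 1065), while a filter of a mean of at least 1 CPM in edgeR gave 17.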

Next was enteritis-strain, where 14 DEGs contributing 1.6% to the Venn overlapped. 

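Enteritis and strain shared 0 muscle DEGs with edgeR, since the enteritis comparison had none. With DESeq2 and a mean of at least 1 CPM they shared 12 (1.13% of 1065), and without the low-count filter edgeR gave 2.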

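Apart from the 33 muscle DEGs shared by diet and strain, every other overlap between the muscle comparisons was 0 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the 4-way overlap included. An overlap with a comparison that has 0 DEGs is 0 by construction. The number common to all 4 muscle comparisons was 0 with DESeq2 as well.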

Similar to liver comparisons, few DEGs had multiple overlap and no common genes were differentially expressed among all four groups.

Gene ontology analyses were also performed on DEGs in liver and muscle tissues. In liver, a total of 168 GO groups were found to be significant (S12 Table). This included 34 CC, 52 MF and 82 BP categories. By far the most ontologies were identified underlying the diet design / comparison, contributing 100 differentially represented groups spanning all three categories, followed by selection, enteritis and lastly strain, which had only one significantly enriched category, having oxidoreductase activity over-represented. As clearly liver tissue had more DEGs and also differentially regulated ontologies than did muscle, the top five most significant (lowest FDR) GOs are represented in the main text (Table 3). The same pattern holds true as with the full dataset (S12 Table). We see that in the diet design, all GOs from all three categories are over-represented when compared to all genes in the trout transcriptome. A similar pattern exists for the enteritis design, except that no GOs from the MF category were found to be significant. The selection design had the lone significant under-represented group: a cellular component GO representing plasma membrane (Table 3).

**Table 3:** Gene ontology enrichment in liver. The top five (where available; based on lowest FDR) most significant descriptions in each category within each design are shown. A complete listing is provided in S12 Table.

Design	Category	Representation	GO-ID	Description
diet	CC	OVER	GO:0022625	cytosolic large ribosomal subunit
			GO:0022627	cytosolic small ribosomal subunit
			GO:0032040	small-subunit processome
			GO:0005789	endoplasmic reticulum membrane
			GO:0070062	extracellular exosome
	MF		GO:0003735	structural constituent of ribosome
			GO:0044822	poly(A) RNA binding
			GO:0019843	rRNA binding
			GO:0003924	GTPase activity
			GO:0046933	proton-transporting ATP synthase activity, rotational mechanism
	BP		GO:0006614	SRP-dependent cotranslational protein targeting to membrane
			GO:0015986	ATP synthesis coupled proton transport
			GO:0006415	translational termination
			GO:0019083	viral transcription
			GO:0000184	nuclear-transcribed mRNA catabolic process, nonsense-mediated decay
enteritis	CC	OVER	GO:0044429	mitochondrial part
			GO:0005740	mitochondrial envelope
			GO:0031967	organelle envelope
			GO:0031975	envelope
			GO:0031966	mitochondrial membrane
	BP		GO:0008299	isoprenoid biosynthetic process
			GO:0008610	lipid biosynthetic process
			GO:0006694	steroid biosynthetic process
			GO:0006720	isoprenoid metabolic process
			GO:0044711	single-organism biosynthetic process
selection	CC	OVER	GO:0000276	mitochondrial proton-transporting ATP synthase complex, factor F(o)
			GO:0005747	mitochondrial respiratory chain complex I
			GO:0070069	cytochrome complex
		UNDER	GO:0005886	plasma membrane
	MF	OVER	GO:0009055	electron carrier activity
			GO:0015078	hydrogen ion transmembrane transporter activity
			GO:0030976	thiamine pyrophosphate binding
			GO:0004591	oxoglutarate dehydrogenase (succinyl-transferring) activity
			GO:0008137	NADH dehydrogenase (ubiquinone) activity
	BP		GO:0046496	nicotinamide nucleotide metabolic process
			GO:0006956	complement activation
			GO:0006123	mitochondrial electron transport, cytochrome c to oxygen
			GO:0015976	carbon utilization
			GO:0006108	malate metabolic process
strain	MF	OVER	GO:0016491	oxidoreductase activity

GO analysis based on muscle DEGs revealed 37 GO-IDs that were significant for enrichment among the datasets (Table 4). The diet and strain designs had the largest numbers of differentially represented GOs, both at 17. The enteritis and selection design / comparisons had 2 and 1 GOs, respectively. Within the diet design, all three GO categories were identified and each had both over- and under-representation. A similar arrangement was found in the strain design, with the exception that no GOs within the CC category were identified as under-represented. Two BP GOs were found over-represented in the enteritis group comparison, metabolic processes with folic-acid and/or pteridine-containing compounds. A single MF GO was identified a significantly over-represented in the selection comparison: endoplasmic reticulum (ER) retention sequence binding (Table 4).

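In the S8 Table, which lists the muscle DEGs of the selection comparison, 2 transcripts are named as ER lumen protein retaining receptors. In the 20 muscle libraries of selected and non-selected fish on PM, both were lower in selected fish, with log2 fold changes of -0.585 and -0.555, and neither passed the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the sample score as covariate, chosen after seeing the data, their median log2 fold change was -0.549, against -0.57 without it. The paper lists both as up-regulated in the S8 Table. The difference is not particular to these receptors, since with DESeq2 32 of the 33 transcripts of that table had the opposite sign here. Gene ontology terms of all transcripts are not in the files analysed here, so the enrichment itself was not analysed here.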

**Table 4:** Gene ontology enrichment in muscle. All data (FDR < 5%) is shown.

Design	Category	Representation	GO-ID	Description
diet	CC	UNDER	GO:0005886	plasma membrane
		OVER	GO:0005747	mitochondrial respiratory chain complex I
		OVER	GO:0009328	phenylalanine-tRNA ligase complex
		OVER	GO:0005851	eukaryotic translation initiation factor 2B complex
	MF	UNDER	GO:0004888	transmembrane signaling receptor activity
		OVER	GO:0004826	phenylalanine-tRNA ligase activity
		OVER	GO:0051721	protein phosphatase 2A binding
	BP	OVER	GO:0006564	L-serine biosynthetic process
		OVER	GO:0006432	phenylalanyl-tRNA aminoacylation
		OVER	GO:0019243	methylglyoxal catabolic process to D-lactate via S-lactoyl-glutathione
		UNDER	GO:0007154	cell communication
		OVER	GO:0006417	regulation of translation
		OVER	GO:0022904	respiratory electron transport chain
		OVER	GO:0097272	ammonia homeostasis
		UNDER	GO:0044700	single organism signaling
		OVER	GO:0006119	oxidative phosphorylation
		OVER	GO:0009084	glutamine family amino acid biosynthetic process
enteritis	BP	OVER	GO:0006760	folic acid-containing compound metabolic process
		OVER	GO:0042558	pteridine-containing compound metabolic process
selection	MF	OVER	GO:0046923	ER retention sequence binding
strain	CC	OVER	GO:0022625	cytosolic large ribosomal subunit
		OVER	GO:0022627	cytosolic small ribosomal subunit
		OVER	GO:0005740	mitochondrial envelope
	MF	OVER	GO:0003735	structural constituent of ribosome
		OVER	GO:0044822	poly(A) RNA binding
		UNDER	GO:0004930	G-protein coupled receptor activity
		OVER	GO:0016992	lipoate synthase activity
	BP	OVER	GO:0000184	nuclear-transcribed mRNA catabolic process, nonsense-mediated decay
		OVER	GO:0006414	translational elongation
		OVER	GO:0006415	translational termination
		OVER	GO:0019083	viral transcription
		OVER	GO:0006614	SRP-dependent cotranslational protein targeting to membrane
		OVER	GO:0006413	translational initiation
		UNDER	GO:0007186	G-protein coupled receptor signaling pathway
		OVER	GO:0042255	ribosome assembly
		OVER	GO:0006099	tricarboxylic acid cycle
		OVER	GO:0042274	ribosomal small subunit biogenesis

### Co-regulation of genes

In order to assess the interplay between liver and muscle gene expression among the different comparisons, perturbation of all unique, significant DEGs between muscle and liver were mapped to KEGG pathway maps. We firstly identified 2899 unique transcripts, defined as those DEGs with unique gene ID’s between tissues. 

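With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1467 transcripts were DEGs in at least 1 liver comparison and 432 in at least 1 muscle comparison. Of these, 84 were DEGs in both tissues, which leaves 1815 unique transcripts. With DESeq2 the number was 4125, or 3478 among transcripts with a mean of at least 1 CPM. The paper's own S4 to S11 Tables hold 2214 liver and 899 muscle transcripts, 214 of them in both, a union of 2899.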

These transcripts were re-annotated using BLASTx and then assigned GO terms, Enzyme Codes and InterPro IDs where available. To assess the overall perturbation of the system between liver (the metabolically most-active tissue and largely tissue responsible for dietary changes) and muscle (growth during dietary substitution being the selection trait), these transcripts were then mapped to all KEGG-pathway reference pathway maps. By far the largest perturbed pathway was the map for purine metabolism, map00230. This map contains 152 unique sequences, out of the 2899 total perturbed sequences, and encompassed 25 enzymes (Table 5 and S1 Fig). This pathway was also the most significant when an assessment is made based on number of enzymes perturbed (Table 6). The second most perturbed pathway based on the number of sequences involved was thiamine metabolism. This pathway encompassed 117 sequences representing three enzymes. The overall themes of KEGG pathways that encompassed the most numbers of unique sequences was that of central and intermediary metabolism, drug and other foreign molecule metabolism, along with one immune pathway and one biosynthetic pathway (Table 5). However, when examining the data based on total number of enzymes perturbed in the system between muscle and liver, we can see a clear overall theme related to central and intermediary metabolism and associated biosynthetic pathways (Table 6).

**Table 5:** KEGG pathway reference maps perturbed combining unique muscle and liver significant differentially expressed genes, based on number of sequences. Cutoff for perturbation was set at a minimum of 20 sequences contained within a pathway.

KEGG map ID	KEGG pathway	Number of sequences	Number of enzymes
00230	Purine metabolism	152	25
00730	Thiamine metabolism	117	3
00627	Aminobenzoate degradation	39	3
00983	Drug metabolism—other enzymes	33	8
00620	Pyruvate metabolism	29	13
00010	Glycolysis / Gluconeogenesis	28	20
04660	T-cell receptor signaling pathway	26	2
00500	Starch and sucrose metabolism	26	13
00190	Oxidative phosphorylation	24	5
00020	Citrate cycle (TCA cycle)	23	12
00240	Pyrimidine metabolism	23	16
00980	Metabolism of xenobiotics by cytochrome P450	23	7
00040	Pentose and glucoronate interconversions	22	8
00982	Drug metabolism—cytochrome P450	22	6
00140	Steroid hormone biosynthesis	20	5
00380	Tryptophan metabolism	20	10

**Table 6:** KEGG pathway reference maps perturbed combining unique muscle and liver significant differentially expressed genes, based on number of enzymes. Cutoff for perturbation was set at a minimum of 10 enzymes contained within a pathway.

KEGG map ID	KEGG pathway	Number of sequences	Number of enzymes
00230	Purine metabolism	152	25
00010	Glycolysis / Gluconeogenesis	28	20
00240	Pyrimidine metabolism	23	16
00260	Glycine, serine and threonine metabolism	18	15
00620	Pyruvate metabolism	29	13
00500	Starch and sucrose metabolism	26	13
00270	Cysteine and methionine metabolism	18	13
00030	Pentose phosphate pathway	17	13
00020	Citrate cycle (TCA cycle)	23	12
00564	Glycerophospholipid metabolism	15	11
00250	Alanine, aspartate and glutamate metabolism	15	11
00052	Galactose metabolism	13	11
00380	Tryptophan metabolism	20	10
00970	Aminoacyl-tRNA biosynthesis	14	10

### Co-expression of genes in plant-diet tolerant selected trout

All ARS-KO selected fish (n = 20) were used to analyze liver RNA-seq data for any expression correlation patterns in fish fed different diets. As shown in Fig 5, a cluster dendrogram was created and genes were able to be assigned to various modules (Fig 5a). Continuing with the WGCNA, we included binary and continuous traits in the analyses to build module-trait relationships (Fig 5b). Included correlation traits were diet (either FM or PM), total fish weight, liver weight and hepatosomatic index (HSI). HSI is the ratio of liver weight to total weight. The index provides an indication on the status of energy reserves. Fish usually have a smaller liver in a poor environment and lower HSI is frequently seen in fish under stress. This can correlate to lower energy stores [43, 44]. We observed an inverse correlation with PM diet and HSI (Fig 5b). 

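HSI was computed from the fish and liver weights that the paper lists for the 20 selected fish in its S1 Table. It was 1.951% ± 0.263 (SD, n = 10) on FM and 1.669% ± 0.266 (SD, n = 10) on PM, so that the HSI difference by diet was -0.2815 (permutation test of the means, p = 0.0271). Its Pearson r with diet (PM coded above FM) was -0.489 (permutation p = 0.02765), and Spearman's rho was -0.4856 (permutation p = 0.03599). Over the 6 measures correlated with diet (3 module eigengenes, HSI, fish weight and liver weight), the Benjamini-Hochberg adjusted values were 0.04147 and 0.05398. Without the 2 fish farthest from the median HSI, r was -0.397. Fish weight (r = 0.095, permutation p = 0.6912, rho = 0.035, permutation p = 0.9112) and liver weight (r = -0.276, permutation p = 0.2426, rho = -0.312, permutation p = 0.1836) followed diet less closely. Each fish code prefix holds fish of one diet only, so no r can be given within prefixes, whose mean HSI was 1.93% and 1.971% on FM and 1.663% and 1.675% on PM. Taking medians in place of means gave the largest change among the settings tried, a difference of -0.3072 (permutation p = 0.0101). From the negative correlation the paper concludes that HSI is inversely related to the PM diet.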

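The module assignments of all transcripts are not in the files analysed here, so module eigengenes were computed from the members that the paper lists: 70 transcripts for salmon and 1129 for turquoise from the S13 and S14 Tables, and the 19 of Table 7 for purple. The eigengene is the first principal component of the standardized log2(CPM + 1) values over the 20 selected livers, scaled to an SD of 1, and it carried 67.1% of the variance for salmon, 70.2% for purple and 51% for turquoise. The purple eigengene had a Pearson r of -0.827 with diet (permutation p = 3e-05, adjusted p = 0.00018 by Benjamini-Hochberg over 6 measures) and a Spearman rho of -0.867 (permutation p = 3e-05). For salmon, r was 0.749 (permutation p = 8e-05, adjusted p = 0.00024) and rho 0.832 (permutation p = 8e-05). For turquoise, r was -0.638 (permutation p = 0.00234, adjusted p = 0.00468) and rho -0.659 (permutation p = 0.00272). These permutations shuffled the 20 fish as if independent, although each diet holds only 2 fish code prefixes. The p-values therefore take no account of differences between prefixes. Without the 2 fish farthest from the median eigengene, r was -0.827 for purple, 0.771 for salmon and -0.589 for turquoise. The paper chose its modules by their correlation with diet in these same 20 livers, and drew the genes of Table 7 from those modules. From correlations of this kind the paper concludes that 3 modules are tied to diet.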

We also found three modules that were highly significantly (p ≤ 0.003) correlated with diet. These were selected for further analyses, as one major objective is identifying potential expression patterns, mechanistic genes and/or candidate genes for selection of plant-diet utilization without the fish being in a disease-state (i.e. without the confounder of enteritis). These significant modules included salmon, turquoise and purple (Fig 5b and 5c). 

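In SD units, the salmon eigengene averaged -0.73 ± 0.345 (SD, n = 10) on FM and 0.73 ± 0.898 on PM, the purple eigengene 0.806 ± 0.653 and -0.806 ± 0.492, and the turquoise eigengene 0.622 ± 0.695 and -0.622 ± 0.876. The fish code prefixes within a diet differed too. On PM, the mean salmon eigengene was 1.45 for prefix T9 and 0.01 for T11 (5 fish each), and the mean turquoise eigengene was -1.215 for T9 and -0.029 for T11. On FM, the mean turquoise eigengene was 0.075 for T14 and 1.169 for T16. The purple eigengene varied less by prefix, with means of 0.793 and 0.819 on FM and of -1.014 and -0.597 on PM. Since every prefix holds fish of a single diet, the correlation with diet cannot be recomputed within prefixes. Restricting the turquoise members to those in Table 7 moved its r with diet the most, to -0.741. The paper carries these 3 modules forward as those significant to diet.

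**Figure D4:**
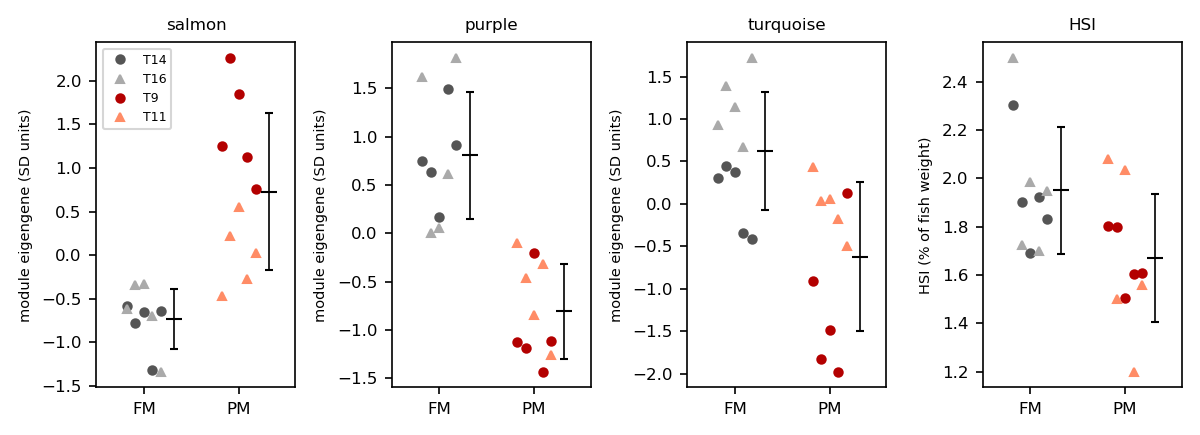
Eigengenes of the salmon, purple and turquoise members (in SD units) and HSI (in percent) of the 20 selected fish by diet, with points marked by fish code prefix and the mean and SD of each diet as a black point and bar. The purple eigengene separates the diets (mean 0.806 on FM, -0.806 on PM), and within PM the salmon and turquoise eigengenes of prefix T9 lie apart from those of T11 (1.45 against 0.01, and -1.215 against -0.029).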

Correlation plots of the three diet-significant modules examining module memberships plotted against gene significance show the data are well correlated and highly significant (Fig 5c). We identified 470, 388 and 2479 transcripts under the purple, salmon and turquoise modules, respectively.

**Fig 5:**
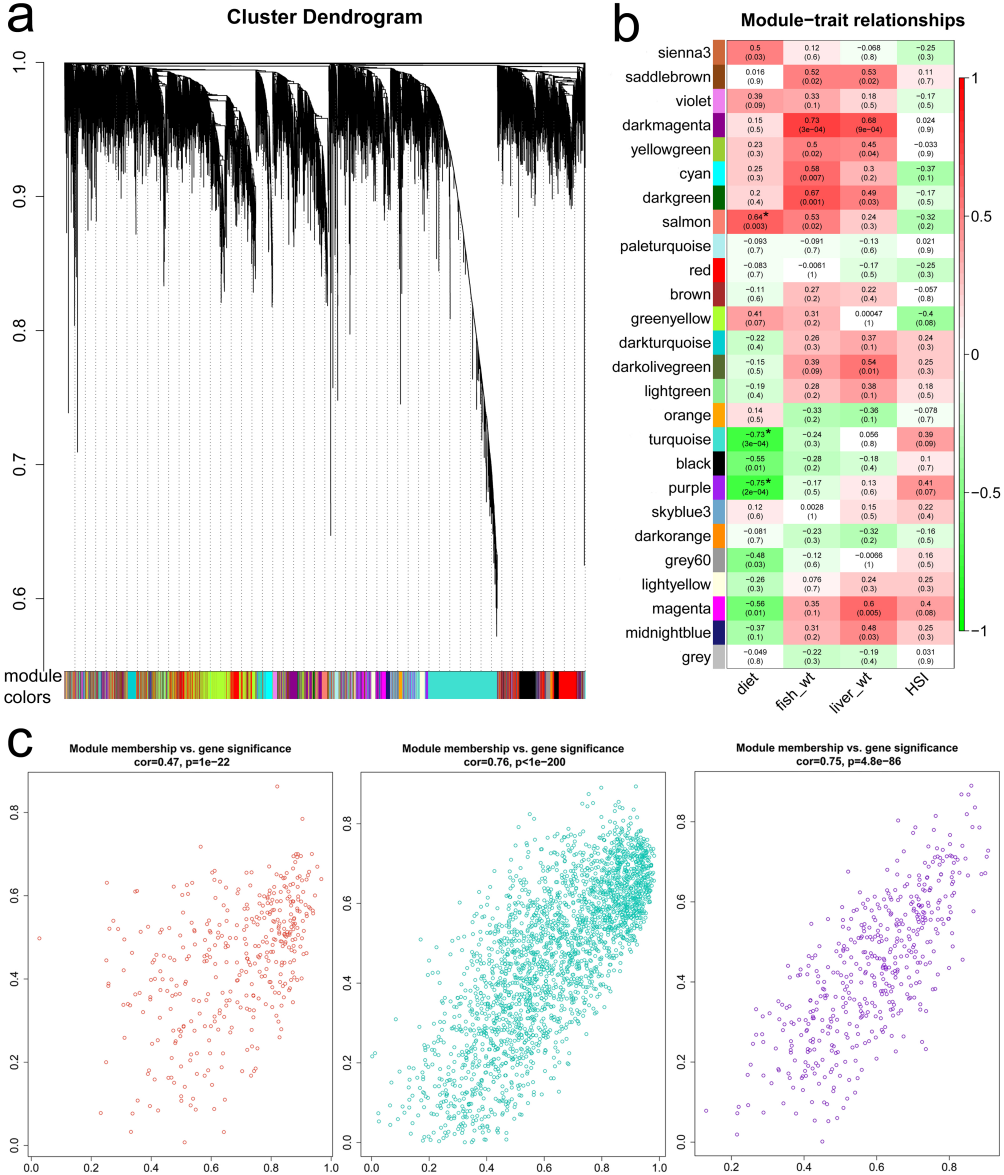
Weighted correlation network analysis among plant-diet tolerant selected fish fed either the FM diet (n = 10) or a 100% plant-protein replacement PM diet (n = 10), using RNA-seq data from liver tissues.

GO analysis was performed on the genes underlying these three significant modules. As before, genes were mapped to GO terms and then two-sided Fisher’s exact test was used to assess significance between module genes and the rainbow trout transcriptome. No significance was found for genes underlying the purple module. While significant (FDR < 0.05) representation of ontology could not be found using Fisher’s exact test, upon further examination, genes underlying the purple module mapped largely to GO terms relating to purine metabolism. This was determined by assessing GO terms and building node charts in BLAST2GO, mapping graph nodes to various ontology levels, and then ultimately creating an annotation graph (graph statistics: sequence_filter = 30; node_score_alpha = 0.60) for each of the three GO categories (S2 Fig). Of the 470 transcripts identified under the purple module, 35 could be mapped to purine GO terms (GO:0001883-purine nucleoside binding; GO:0035639-purine ribonucleoside triphosphate binding; GO:0032555-purine ribonucleotide binding; GO:0017076 -purine nucleotide binding; GO:0032550-purine ribonucleoside binding). Additionally, 30 transcripts could be mapped to binding accessory functioning (GO:0016772-transferase activity transferring phosphorous containing groups).

GO analyses revealed genes underlying the salmon module are generally involved in gene regulation (S13 Table). There are 18 significant GO IDs including 6 from BP, 8 from CC and 4 from MF categories. There were both over- and under-represented terms. 

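The S13 Table lists the members of the salmon module under each term, and their values in the diet comparison were taken from the livers of 10 selected fish per diet. All 17 members under rRNA processing were higher on PM, with a median log2 fold change of 0.977, and 14 were DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The same held for the direction of the 8 members under tRNA processing (median 0.637, 4 DEGs), the 13 under mRNA processing (median 0.414, 4 DEGs) and the 5 under RNA methylation (median 0.874, 2 DEGs). Under RNA binding, whose list is cut short in the table, the 23 members listed were all higher on PM (median 0.718, 12 DEGs), as were the 10 under nucleotidyltransferase activity (2 DEGs). Members of one co-expressed module share their direction by construction. The paper reports these terms as over-represented and reads the genes of the salmon module as concerned, in general, with gene regulation.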

In the BP category, rRNA, tRNA mRNA processing as well as RNA methylation were all over-represented in this dataset, as was RNA binding and transferase activity under the MF category. 

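Among the salmon members that the S13 Table lists under cellular components, the 8 of the small-subunit processome had a median log2 fold change of 0.871 on PM against FM in selected livers, and 6 were DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 4 members of the 90S preribosome had a median of 0.807 (3 DEGs), and the 3 of the mRNA cleavage and polyadenylation specificity factor complex one of 0.538 (1 DEG). Every one of these transcripts was higher on PM, a direction that members of one module share by construction. The paper counts these components among the over-represented terms of the module.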

In the CC category, the processome, pre-ribosome and terms associated with mRNA cleavage and polyadenylation specificity were also all significantly over-represented.

The turquoise module represents a large number of co-expressed genes. GO analysis revealed nearly 800 significant (FDR < 0.05) GO IDs (S14 Table). This dataset contains GO IDs from all three categories as well as both over- and under-represented terms.

Data includes 531 BP, 117 CC, and 143 MF category GO IDs. 

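The S14 Table gives only the first part of the member list of each large turquoise term. Of the 24 transcripts it lists under cytoplasm, 22 were tested in the diet comparison of selected livers and 21 were lower on PM, with a median log2 fold change of -0.569 and 4 DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Under oxidation-reduction process all 21 tested were lower (median -0.879, 2 DEGs), and under oxidoreductase activity all 20 were lower (median -0.945, 4 DEGs). A common direction is built into a module of co-expressed transcripts. The over-representation itself, which needs the terms of all transcripts, was not analysed here.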

When assessing data manually by lowest FDR from each category, the most-significant ontologies are cytoplasm (CC; FDR = 2.1E^-52^), oxidation-reduction process (BP; FDR = 1.4E^-46^) and oxidoreductase activity (MF; FDR = 2.5E^-38^), all over-represented. In fact the top 100 most-significant ontologies are all over-represented. These top ontologies and this module appear to have a role in central and intermediary metabolism, as other highly significant GO IDs include general metabolic processes, small molecule, organonitrogen, peptide and carbohydrate metabolic processes as well as generation of precursor metabolites and energy (S14 Table).

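For the metabolic terms of the turquoise module, the listed members were again mostly lower on PM in selected livers. Of those tested, 22 of 23 under organonitrogen compound metabolic process fell (median log2 fold change -0.974, 9 DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 21 of 22 under small molecule metabolic process (median -1.175, 4 DEGs) and 23 of 24 under peptide metabolic process (median -1.034, 8 DEGs). Under carbohydrate metabolic process 21 of 22 fell (median -0.758, 5 DEGs), and under generation of precursor metabolites and energy all 20 (median -1.049, 7 DEGs), again a direction built into the module. From these terms the paper proposes a role of the turquoise module in central and intermediary metabolism.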

### Candidate genes for trait selection based on plant-diet utilization

From the combined effort of differential gene expression, network and gene ontology analyses, a subset of genes were isolated as potential candidate genes for diet utilization (Table 7). These genes were selected from analyses using only ARS-KO selected fish—fish that perform well when fed a 100% plant protein replacement diet—but given different diets (Table 1). As such, our analysis has the potential to reveal genetic signatures important in diet utilization / plant-meal replacement without enteritis present, thus removing a confounding effect (noise) that may otherwise limit or muddle discovery. First to be selected a candidate, the top 30 hub genes from each module, i.e. those who have the highest degree of intramodular connectivity or co-expression, were collected. This list was filtered of any unknown, uncharacterized, hypothetical and structural proteins. Those remaining were labelled as hub (Table 7). We then selected the top 30 genes with the highest module membership, i.e. those with the highest eigengene-based connectivity (kME), and ranked them along with their Pearson correlation to diet to produce a weighted list of genes with the best (highest combined absolute value) network-based correlation (|kME + Cor|). This list was also filtered as before. We then sorted DEGs (S5 Table) from the diet comparison (Fig 1b) by highest significance using p-values adjusted for multiple comparisons and collected the top 1% by magnitude fold-change (DEG). Again we manually filtered this list as before. DEGs whose primary module membership was not one of the three significant to diet (salmon, purple or turquoise) were removed. All these data were ultimately combined to form a candidate gene list for potential surveillance, manipulation and/or selection of the plant-diet utilization trait, noting that genes compiled through different analyses may overlap as indicated (Table 7).

**Table 7:** Candidate gene list. Data listed along with each gene includes: fold-change values (FC) discovered through “diet” comparison gene expression analysis, illustrated in Fig 1; Module membership (MM) and diet-correlation values (Cor) from co-expression analysis. Significance column indicates method(s) of discovery to be considered a candidate gene.

Module	Gene symbol	Gene ID	Description	FC	MM	Cor	Significance
salmon	DNAJC2	C16211_c1_seq1_	DnaJ homolog subfamily C member 2	2.37	0.967	0.640	hub, |kME + Cor|, GO
	PPAN	C32677_c1_seq1_	Suppressor of SWI4 1 homolog	3.14	0.954	0.670	hub, |kME + Cor|, DEG, GO
	G3BP1	C14804_c0_seq1_	Ras GTPase-activating protein-binding protein 1	1.72	0.946	0.601	hub, |kME + Cor|, GO
	THUMPD1	C12905_c0_seq1_	THUMP domain-containing protein 1	2.45	0.940	0.558	hub, GO
	WDR55	C88818_c0_seq1_	WD repeat-containing protein 55	2.29	0.939	0.564	hub, GO
	FBL	C8062_c4_seq1_	rRNA 2'-O-methyltransferase fibrillarin	2.44	0.936	0.700	hub, |kME + Cor|, GO
	NOP58	C11232_c0_seq1_	Nucleolar protein 58	1.81	0.927	0.657	hub, |kME + Cor|, GO
	UTP3	C2534_c5_seq1_	Something about silencing protein 10	1.68	0.927	0.572	hub, GO
	DDX27	C18812_c3_seq1_	Probable ATP-dependent RNA helicase DDX27	2.49	0.923	0.649	hub, |kME + Cor|, GO
	PUM3	C34195_c0_seq1_	Pumilio homolog 3	1.66	0.919	0.551	hub, GO
	PRG4	C97287_c0_seq1_	Proteoglycan 4	2.98	0.820	0.862	|kME + Cor|, DEG
	UTP14A	C67976_c0_seq1_	U3 small nucleolar RNA-associated protein 14 homolog A	2.20	0.899	0.695	|kME + Cor|, GO
	GSPT2	C3298_c64_seq1_	Eukaryotic peptide chain release factor GTP-binding subunit ERF3B	1.83	0.889	0.700	|kME + Cor|, GO
	DDX56	C42805_c0_seq1_	Probable ATP-dependent RNA helicase DDX56	1.92	0.883	0.700	|kME + Cor|, GO
	DDX5	C2190_c0_seq1_	Probable ATP-dependent RNA helicase DDX5	1.75	0.887	0.693	|kME + Cor|, GO
	NOL8	C4288_c2_seq1_	Nucleolar protein 8	2.20	0.874	0.695	|kME + Cor|, GO
	MPHOSPH10	C44411_c0_seq1_	U3 small nucleolar ribonucleoprotein protein MPP10	2.27	0.880	0.681	|kME + Cor|, GO
	DNAJC21	C69765_c0_seq1_	DnaJ homolog subfamily C member 21	2.23	0.918	0.639	|kME + Cor|, GO
purple	EPCAM	C5086_c0_seq1_	Epithelial cell adhesion molecule	-1.64	0.907	-0.728	hub, |kME + Cor|
	LRRC8C	C63231_c0_seq1_	Volume-regulated anion channel subunit LRRC8C	-1.59	0.903	-0.713	hub, |kME + Cor|
	TXNIP	C5425_c0_seq1_	Thioredoxin-interacting protein	-3.22	0.883	-0.786	hub, |kME + Cor|, DEG
	KCNK5	C252072_c0_seq1_	Potassium channel subfamily K member 5	-2.04	0.871	-0.836	hub, |kME + Cor|
	G6PC	C1131_c10_seq1_	Glucose-6-phosphatase	-2.73	0.867	-0.576	hub
	slc25a36a	C38649_c0_seq1_	Solute carrier family 25 member 36-A	-2.77	0.861	-0.890	hub, |kME + Cor|, DEG
	IL17REL	C172972_c0_seq1_	Putative interleukin-17 receptor E-like	NA	0.853	-0.868	hub, |kME + Cor|
	FRK	C38093_c0_seq1_	Tyrosine-protein kinase FRK	-1.94	0.848	-0.819	hub, |kME + Cor|
	CLDN7	C8490_c0_seq1_	Claudin-7	-1.59	0.845	-0.708	hub, |kME + Cor|
	CTDSP2	C35474_c2_seq1_	C-terminal domain RNA pol II polypeptide A small phosphatase 2	NA	0.837	-0.456	hub
	SH2D3C	C38962_c1_seq1_	SH2 domain-containing protein 3C	-2.85	0.836	-0.740	hub, |kME + Cor|
	TRAF4	C72471_c1_seq1_	TNF receptor-associated factor 4	-1.81	0.833	-0.868	hub
	SGPP1	C21854_c1_seq1_	Sphingosine-1-phosphate phosphatase 1	-1.38	0.823	-0.705	hub, |kME + Cor|
	GMDS	C990_c3_seq1_	GDP-mannose 4,6 dehydratase	-1.95	0.813	-0.698	hub
	SNX9	C11879_c1_seq1_	Sorting nexin-9	-1.24	0.763	-0.815	|kME + Cor|
	NUPR1	C338_c259_seq1_	Nuclear protein 1	-2.35	0.802	-0.744	|kME + Cor|
	GCHFR	C8225_c0_seq1_	GTP cyclohydrolase 1 feedback regulatory protein	-1.27	0.803	-0.716	|kME + Cor|
	CDH17	C4892_c0_seq1_	Cadherin-17	-1.65	0.782	-0.730	|kME + Cor|
	PPP1R3B	C74190_c0_seq1_	Protein phosphatase 1 regulatory subunit 3B	-3.73	0.793	-0.714	DEG
turquoise	C8A	C4068_c0_seq1_	Complement component C8 alpha chain	-2.45	0.982	-0.720	hub, |kME + Cor|
	CD302	C9467_c0_seq1_	CD302 antigen	-2.13	0.981	-0.657	hub
	SPP2	C411_c37_seq1_	Secreted phosphoprotein 24	-2.73	0.979	-0.737	hub, |kME + Cor|
	EEF1G	C738_c2_seq1_	Elongation factor 1-gamma	-2.20	0.978	-0.677	hub
	HGD	C6448_c0_seq1_	Homogentisate 1,2-dioxygenase	-2.31	0.976	-0.725	hub, |kME + Cor|, GO
	SERPIND1	C1669_c0_seq1_	Heparin cofactor 2	-1.98	0.975	-0.674	hub
	SLC25A5	C241_c1_seq1_	ADP/ATP translocase 2	-2.22	0.975	-0.658	hub
	TMEM254	C6445_c0_seq1_	Transmembrane protein 254	-2.41	0.972	-0.697	hub
	MCFD2	C32034_c2_seq1_	Multiple coagulation factor deficiency protein 2	-2.57	0.972	-0.694	hub
	PC	C9567_c1_seq1_	Pyruvate carboxylase	-2.23	0.972	-0.696	hub, GO
	EIF5A2	C1423_c0_seq1_	Eukaryotic translation initiation factor 5A-2	-2.07	0.969	-0.662	hub
	PABPC1	C1010_c11_seq1_	Polyadenylate-binding protein 1	-2.19	0.969	-0.695	hub
	CLDN25	C18414_c0_seq1_	Putative claudin-25	-3.05	0.911	-0.835	|kME + Cor|
	MDH2	C1150_c0_seq1_	Malate dehydrogenase	-3.42	0.923	-0.816	|kME + Cor|, DEG, GO
	POR	C8317_c2_seq1_	NADPH—cytochrome P450 reductase	-3.06	0.936	-0.783	|kME + Cor|, GO
	HSD17B4	C19585_c0_seq1_	Peroxisomal multifunctional enzyme type 2	-2.31	0.958	-0.760	|kME + Cor|, GO
	FRIM	C160_c6_seq1_	Ferritin, middle subunit	-1.85	0.899	-0.815	|kME + Cor|, GO
	slc25a36a	C40704_c0_seq1_	Solute carrier family 25 member 36-A	-4.93	0.858	-0.855	|kME + Cor|, DEG
	ADAMTS13	C9888_c0_seq1_	Disintegrin and metalloproteinase with thrombospondin motifs 13	-2.03	0.872	-0.839	|kME + Cor|
	CP	C751_c0_seq1_	Ceruloplasmin	-2.28	0.965	-0.744	|kME + Cor|, GO
	ATP5F1	C1003_c0_seq1_	ATP synthase subunit beta	-2.89	0.928	-0.781	|kME + Cor|
	GLDC	C18716_c1_seq1_	Glycine dehydrogenase (decarboxylating)	-2.92	0.946	-0.762	|kME + Cor|, GO
	PROC	C4100_c0_seq1_	Vitamin K-dependent protein C	-2.26	0.958	-0.746	|kME + Cor|
	TSPAN1	C5350_c0_seq1_	Tetraspanin-1	-2.64	0.862	-0.841	|kME + Cor|
	bty	C93306_c0_seq1_	Protein similar to bloodthirsty / butyrophilin / TRIMs	-4.79	0.754	-0.874	DEG
	CES1	C37286_c0_seq1_	Liver carboxylesterase 1	-4.01	0.828	-0.778	DEG

The candidate gene list from this effort reveals a combined 63 transcripts to examine. 

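All 63 transcripts of Table 7 have counts in the 20 selected livers, and 61 had enough counts to be tested in the diet comparison. The other 2, IL17REL (C172972_c0_seq1_) and PPP1R3B (C74190_c0_seq1_), averaged 4.06 ± 2.48 and 4.84 ± 3.66 CPM on FM and 0.29 ± 0.31 and 1.03 ± 0.55 CPM on PM (SD, n = 10). The log2 fold changes of the 61 ran from -2.916 to 1.855. The sample score as covariate, chosen after seeing the data, changed the median log2 fold change of the candidates from -1.052 to -0.11.

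**Figure D5:**
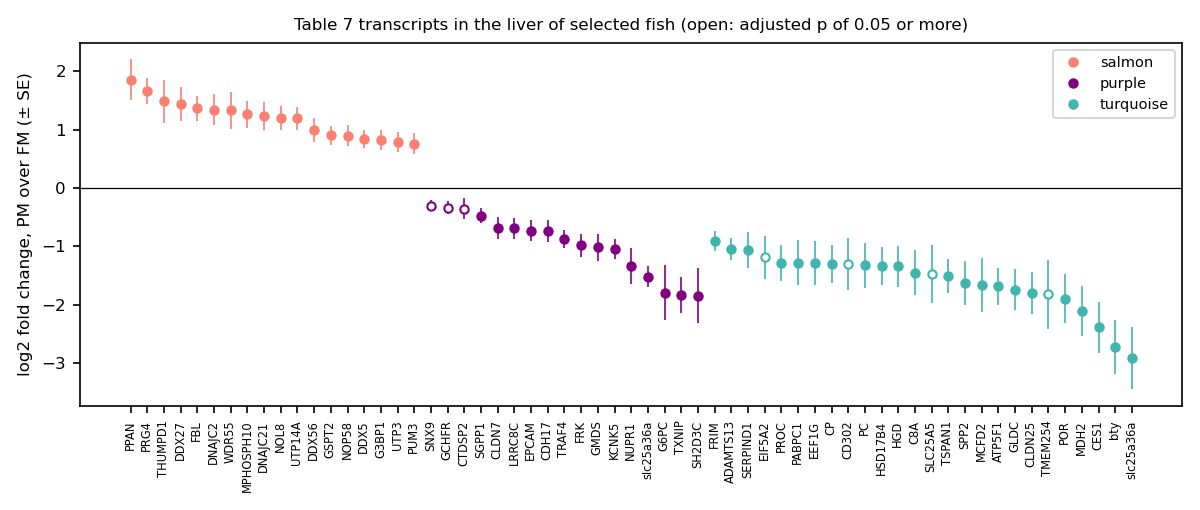
Log2 fold change (PM against FM, selected livers) with its standard error for the 61 tested transcripts of Table 7, grouped by module, with open points for an adjusted p of 0.05 or more. The salmon candidates lie between 0.761 and 1.855, the purple between -1.846 and -0.303 and the turquoise between -2.916 and -0.906.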

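The 18 salmon candidates were all higher on PM than on FM in selected livers, with a median log2 fold change of 1.217 (0.761 to 1.855). All 17 purple candidates tested were lower on PM (median -0.87, from -1.846 to -0.303), and so were all 26 turquoise candidates (median -1.462, from -2.916 to -0.906). Pearson's r of log2(CPM + 1) with diet ranged from 0.604 to 0.9 for salmon, from -0.883 to -0.323 for purple and from -0.852 to -0.6 for turquoise candidates.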

This includes 18 from the salmon module, 19 from the purple module and 26 from the turquoise module. All transcripts except for two from the purple module were also found to be significant differentially regulated by read count-based DE analysis (Table 7 and S5 Table). 

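By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 54 of the 63 candidates passed the threshold in the diet comparison of the 20 selected livers: 18 of 18 in salmon, 14 in purple and 22 of 26 in turquoise. IL17REL and PPP1R3B were left out by the low-count filter. SNX9 (C11879_c1_seq1_, log2 fold change -0.303, standard error 0.099, adjusted p = 0.0617) and GCHFR (C8225_c0_seq1_, log2 fold change -0.339, standard error 0.114, adjusted p = 0.0684) fell just short, and CTDSP2 did not come close. In turquoise, CD302, SLC25A5, TMEM254 and EIF5A2 had adjusted p-values of 0.0738, 0.0725, 0.0633 and 0.0536. DESeq2 put 62 of the 63 past the threshold. Summing the counts per fish code prefix, and the sample score as covariate (chosen after seeing the data), each left 0. From the read-count analysis, the paper concludes that all but a pair of its co-expression candidates are also DEGs.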

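IL17REL (C172972_c0_seq1_) was counted at 4.06 ± 2.48 CPM (SD, n = 10) on FM and 0.29 ± 0.31 CPM on PM in selected livers, and all 10 fish on PM lay below every fish on FM. It was left out by the low-count filter, and without that filter its log2 fold change was -3.884 (standard error 0.454, adjusted p = 2.68e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With DESeq2 the log2 fold change was -3.977 (standard error 0.508, adjusted p = 6.36e-11). CTDSP2 (C35474_c2_seq1_) averaged 21.74 ± 7.52 CPM on FM and 17.37 ± 3.66 CPM on PM, a log2 fold change of -0.356 (standard error 0.182, adjusted p = 0.231 by edgeR's test).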

Those two transcripts encode a putative interleukin-17 receptor E-like and a C-terminal domain RNA pol II polypeptide A small phosphatase 2. There is one gene within the list, solute carrier family 25 member 36-A, that was identified in two different modules but with different gene IDs. As would be expected, the two modules (purple and turquoise) where the gene with the same BLASTx identity (slc25a36a) was found both have the same diet-correlation relationship and the genes have the same direction of fold-change. 

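The slc25a36a transcript of the purple module (C38649_c0_seq1_) fell from 65.9 ± 19.76 CPM (SD, n = 10) on FM to 23.47 ± 6.07 CPM on PM in selected livers (log2 fold change -1.521, standard error 0.183, adjusted p = 0.000246 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That of the turquoise module (C40704_c0_seq1_) fell from 5.73 ± 2.89 to 0.77 ± 0.76 CPM (log2 fold change -2.916, standard error 0.533, adjusted p = 0.00808 by the same test). Pearson's r with diet was -0.881 for the former and -0.852 for the latter over the 20 livers. Both carry the same BLASTx name, so the authors' read assignment could have divided reads between them. With the sample score as covariate, chosen after seeing the data, the turquoise transcript's log2 fold change was -1.491. The paper reports that both transcripts changed in the same direction and that their modules relate to diet alike, and treats this as unsurprising.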

This may represent different isoforms of the gene. Other intramodular transcripts were found that were members of a gene family such as the DDX helicases within the salmon module. There were three transcripts identified that only had support as a top DEG, including PPP1R3B, bty and CES1. 

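Bty (C93306_c0_seq1_) went from 2.06 ± 1.22 CPM (SD, n = 10) on FM to 0.29 ± 0.26 CPM on PM in selected livers, a log2 fold change of -2.724 (standard error 0.462, adjusted p = 0.00531 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CES1 (C37286_c0_seq1_) went from 6.22 ± 3.71 to 1.23 ± 0.92 CPM, a log2 fold change of -2.387 (standard error 0.436, adjusted p = 0.00808 by the same test). Among the DEGs of this comparison they ranked as the number 4 and number 7 most down-regulated. PPP1R3B (C74190_c0_seq1_), at 4.84 ± 3.66 CPM on FM and 1.03 ± 0.55 CPM on PM, did not pass the low-count filter, and without it the log2 fold change was -2.223 (standard error 0.383, adjusted p = 0.00168 by the same test).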

These three belonged to the two negatively-correlated modules purple and turquoise. 

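All 3 were lower on PM, as were all 43 candidates tested of the purple and turquoise modules together. PPP1R3B had a Pearson r of -0.698 with diet over the 20 selected livers.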

Overall, however, most candidate genes did have overlap in their method of discovery, either as a hub gene, a highly connected gene with high diet correlation and/or as a top differentially expressed gene (Table 7).

Even though this is a selected / shortened list of genes within each module, we selected / expected this list to the have highest intramodular connectivity and therefore biologically this could be indicative of genes that share a similar function. Thus those genes that could be assigned to GO groups were so indicated (Table 7), identified within each module through a one-sided (over-represented) Fisher’s exact test against the rainbow trout transcriptome. The purple module candidate genes showed no significant (FDR < 0.05) results. These results mirrored the full gene set from the purple module. The full gene set from the salmon module was heavily involved in gene regulation (S13 Table). For the salmon candidate gene set, we identified 24 over-represented GOs spanning all three categories, including three from MF, eight from BP and 13 from CC. Again as expected the overall theme is that of gene regulation, with all candidate genes under the salmon module assigned to significant GO group(s), except PRG4 (Table 7). The molecular functions of salmon candidate genes found were those of nucleic acid binding (GO:0003676), heterocyclic compound binding (GO:1901363) and organic cyclic compound binding (GO:0097159). For the turquoise candidate genes, there were a total of three significant over-represented GOs identified. They include ferroxidase activity (GO:0004322) and oxidoreductase activity oxidizing metal ions with oxygen as acceptor (GO:0016724) from the MF category as well as oxidation-reduction process (GO:0055114) from the BP category.

This candidate gene list was further assessed by mapping to EC numbers and determining which, if any, KEGG pathways could be identified containing multiple transcripts and/or enzymes. In the salmon module, four genes (DDX5, DDX27, DDX56 and GSPT2) were classified to have phosphatase (ec:3.6.1.15) activity and two genes (DDX27 and DDX56) are specific for adenylpyrophosphatase (ec:3.6.1.3) activity, which maps to and may play a role in purine (ko00230) and/or thiamine metabolism (ko00730). 

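The 4 salmon genes were higher in selected livers on PM than on FM, with 10 fish per diet. DDX5 (C2190_c0_seq1_) rose from 171.48 ± 35.41 CPM (SD, n = 10) to 313.81 ± 90.42 CPM (log2 fold change 0.836, standard error 0.154, adjusted p = 0.00808 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DDX27 (C18812_c3_seq1_) rose from 6.32 ± 1.83 to 17.69 ± 11.57 CPM (log2 fold change 1.44, standard error 0.287, adjusted p = 0.0114 by the same test) and DDX56 (C42805_c0_seq1_) from 4.28 ± 1.13 to 8.73 ± 3.51 CPM (log2 fold change 0.99, standard error 0.201, adjusted p = 0.0114). GSPT2 (C3298_c64_seq1_) rose from 34.6 ± 5.5 to 66.49 ± 24.78 CPM (log2 fold change 0.904, standard error 0.165, adjusted p = 0.00808). From their enzyme classes the paper proposes that these genes play a role in purine or thiamine metabolism.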

In the purple module, a protein-tyrosine kinase (FRK) and a phosphatase (CTDSP2) contributed to the identity of the T-cell receptor signalling pathway (ko04660). 

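FRK (C38093_c0_seq1_) was at 14.87 ± 3.72 CPM (SD, n = 10) on FM and 7.72 ± 2.69 CPM on PM in selected livers, with all 10 fish on PM below the FM median (log2 fold change -0.983, standard error 0.193, adjusted p = 0.0106 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CTDSP2 (C35474_c2_seq1_) differed less, at 21.74 ± 7.52 and 17.37 ± 3.66 CPM (log2 fold change -0.356, standard error 0.182, adjusted p = 0.231 by the same test). The paper assigns both genes to the T-cell receptor signalling pathway from their enzyme classes.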

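PC (C9567_c1_seq1_) fell from 13.98 ± 6.46 CPM (SD, n = 10) on FM to 5.72 ± 3.49 CPM on PM in selected livers (log2 fold change -1.327, standard error 0.388, adjusted p = 0.0417 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MDH2 (C1150_c0_seq1_) fell from 7.05 ± 3.16 to 1.71 ± 1.26 CPM (log2 fold change -2.106, standard error 0.433, adjusted p = 0.0122 by the same test). Their log2 fold changes were 0.157 and -0.615 with the sample score as covariate, a setting chosen after seeing the data. From the enzyme classes of these genes, the paper places them in the citrate cycle and pyruvate metabolism.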

Two genes (PC and MDH2) classified for their carboxylase and dehydrogenase activity, respectively, contribute to both the citrate cycle (ko00020) and pyruvate metabolism (ko00620) from the turquoise module.

Several KEGG pathways were also identified in which only a single enzyme-encoding transcript from our candidate gene list contributed. The lysase GMDS (ec:4.2.1.47) mapped to the amino sugar, nucleotide sugar, fructose and mannose metabolism pathways (ko00520 and ko00051). G6PC contributed to the identification of glycolysis / gluconeogenesis, galactose, starch and sucrose metabolism pathways (ko00010, ko00052 and ko00500). In the turquoise module, CES1, a hydrolase and EEF1G, a transferase, play a role in xenobiotic metabolism pathways (ko00980 and ko00983). MDH2 contributes to the glyoxylate, dicarboxylate, methane, cysteine and methionine metabolic pathways (ko00630, ko00680 and ko00270). HGD, a 1,2-dioxygenase, contributes to both styrene degradation (ko00643) and tyrosine metabolism (ko00350). GLDC is classified as a aminomethyl-transferring dehydrogenase (ec:1.4.4.2) and contributes to glycine, serine and threonine metabolism (ko00260).

## Discussion

### Genetic selection relieves rainbow trout of enteritis fed a 100% plant-meal diet

Through genetic selection we developed a strain of rainbow trout that grows rapidly and tolerates diets containing protein from only plant sources. These findings have been previously reported [27, 28] and are further supported with histological findings in this study. Furthermore, earlier findings with similar diets found varying levels of detectable enteritis in non-selected fish but never in fish that had undergone more than four generations of selection. Research evaluating the relative aspects in the selected fish related to enhanced protein retention, changes in muscle cell development, and amino acid retention suggest changes occurring in liver, intestinal and muscle tissue biology. The current study was proposed to determine the effects of dietary selection in liver and muscle metabolism in trout after being fed an all plant protein feed. Earlier studies demonstrated the development of enteritis is readily detectable in non-selected trout after 12 weeks of feeding a similar PM diet [28]. While histological findings from the earlier study showed a greater level of tissue degradation in the non-selected fish, we were able to show a significant deterioration of intestinal tissue in non-selected fish in this study. Sample size was also lower for histological scoring and may account for some level of non-discrimination between each treatment. The previous study also demonstrated selected fish having improved growth on the plant-based feed and also improved protein retention efficiency [27]. To determine what adaptations relating to dietary utilization and growth are occurring in the ARS-KO line through selection and comparing this against non-selected fish with and without detectable enteritis, we evaluated all fish at 12-weeks when the non-selected fish were beginning to develop enteritis as detected by intestinal histology.

### Differentially expressed genes identify ontologies between trout strains given different diets

#### Liver

Analyzing liver expression in the non-selected trout fed either a FM or PM diet, we can compare and contrast DEGs as those reported in Atlantic salmon after 77 days on a replacement diet using microarray [45]. The authors found DEGs under the main categories of immune and stress response, cell proliferation and apoptosis, and protein metabolism. We identified similar categories, such as several related to a number of biosynthetic processes (Table 3 and S12 Table). These categories are also similar in the selection and strain group comparisons (Table 3). The difference lies within the diet comparison group, where ontologies of DEGs reveal gene regulation is much more pronounced here.

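In liver of non-selected fish, the proteasome delta transcript (C15298_c0_seq1_) was at 40.89 ± 3.92 CPM (SD, n = 10) on PM and 32.51 ± 4.1 CPM on FM, and all 10 fish on PM lay above the FM median. Its log2 fold change was 0.311 (standard error 0.092, adjusted p = 0.16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The setting that moved it across the threshold was DESeq2, with 0.325 and an adjusted p of 0.0322. The paper sets this rise beside a report on Atlantic salmon.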

On the individual gene level, one similarity with salmon [45] includes expression of a gene encoding a proteasome, involved in protein turnover, found up-regulated in fish fed the PM diet (S7 Table). 

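Primary amine oxidase, liver isozyme-like (C13052_c1_seq1_), averaged 44.29 ± 16.75 CPM (SD, n = 10) on FM and 24.11 ± 4.97 CPM on PM in liver of non-selected fish. The log2 fold change was -0.899 (standard error 0.177, adjusted p = 0.0325 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with the replicate number as a block its adjusted p was 0.0984. The paper contrasts this fall with the salmon data.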

One such difference includes a gene encoding amine oxidase, involved in cell metabolic oxidation deamination, which we found to be down-regulated with PM diet. A plausible explanation could be species-specific effects, but we suspect different diet formulations could be responsible for variation observed. Overall with diet substitution in Atlantic salmon, we identified a similar number of DEGs in liver using non-selected fish. This is in great contrast to the number of DEGs identified when diet was substituted in the selected strain (Fig 4 and S5 Table), where we identified over 1K DEGs, which suggests that the selected trout are more responsive to plant diet substitution, having a potential greater capacity to metabolize the PM diet than non-selected, even as the magnitude of fold-change for many genes may not be as wide. 

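Changing the diet from FM to PM gave 1018 liver DEGs in selected fish and 31 in non-selected fish by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2272 and 186 with DESeq2. When all liver libraries were thinned to the smallest total of 5241280 counts, the numbers were 722 and 27. A difference between these counts does not test whether a transcript responds differently in the 2 strains. That was tested by the strain-by-diet interaction over the 40 livers, in which 19 of 16793 transcripts passed the threshold by the same test. The sample score as covariate, chosen after seeing the data, gave 0 in selected and 72 in non-selected fish. From the contrast between the DEG counts, the paper proposes that selected trout respond more to the plant diet and have a greater capacity to metabolize it.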

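Of the 468 selection DEGs and the 1018 diet DEGs in liver, 79 were common to both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 77 of these changed in the same direction. The 10 selected fish on PM are the compared group of both comparisons. The next largest overlap in liver was 14, between diet and strain. The paper proposes that the potential of selected fish to metabolize the PM diet could also show in the size of this overlap.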

This potential could also be evident as we see the greatest overlap of DEGs with diet/selection comparison (Fig 4). Both comparisons involve selected fish fed the PM diet but with different baseline samples for comparison (Fig 1b).

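IL17REL (C172972_c0_seq1_) fell from 6.97 ± 4.24 CPM (SD, n = 10) on FM to 1.29 ± 1.15 CPM on PM in liver of non-selected fish, and 8 of 10 fish on PM lay below every fish on FM. Its log2 fold change of -2.431 (standard error 0.488, adjusted p = 0.0395 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was number 2 from the most negative among the 31 DEGs, after an olfactory receptor 10A4-like transcript (C111565_c0_seq1_) at -2.513 (standard error 0.53, adjusted p = 0.0483 by the same test). A myeloperoxidase precursor (C11987_c0_seq1_) followed at -2.046. With the replicate number as a block, IL17REL had a log2 fold change of -2.6 and an adjusted p of 0.182. DESeq2 gave a log2 fold change of -2.435 but no adjusted p for it in this comparison.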

We also identified a transcript (C172972_c0_seq1) for interleukin-17 receptor E-like (IL17REL) from the enteritis comparison group (S7 Table) as the most down-regulated gene in the comparison. IL17REL proteins have been identified throughout chordates and the *il17rel* gene, along with neighboring genes, appears to be structurally conserved from fish to mammals [46]. Functionally, this gene likely binds specific IL-17 cytokines [46]. While IL17REL characterization in teleosts is lacking, recent evidence from both bony and cartilaginous fish show IL-17 receptors appear to function in mediating immune response as do their mammalian orthologs [47, 48]. Interestingly, a genome-wide association study and later whole-exome sequence analysis identified IL17REL [49, 50] as a major risk locus in humans for ulcerative colitis, and expression of IL-17 has been implicated in ulcerative colitis [51] / inflammatory bowel disease [52] and celiac disease [53]. This evidence suggests that the selected trout strain has potential as a biomedical model for human inflammatory bowel diseases.

#### Muscle

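By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the selection, diet and enteritis comparisons gave 0, 114 and 0 DEGs in muscle and 468, 1018 and 31 in liver. The strain comparison was the exception, with 351 in muscle and 65 in liver. With DESeq2 the 4 comparisons gave 28, 409, 748 and 60 DEGs in muscle (selection, diet, strain, enteritis) and 987, 2272, 231 and 186 in liver. Muscle libraries were smaller, with a median total of 6027996 counts against 8262992 in liver, and the counts of DEGs were not adjusted for that.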

Overall, there were not as many DEGs identified in muscle as there were in liver tissues (Fig 4). The strain comparison identified the largest number of DEGs, which are largely involved in gene regulation (Table 4). 

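The muscle DEG counts were 351 for strain, 114 for diet and 0 each for selection and enteritis by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 gave 748, 409, 28 and 60, and with counts summed per fish code prefix the strain comparison gave 4 DEGs and the selection comparison 2. Among transcripts that the S10 Table names as ribosomal proteins, all 8 of the large and all 6 of the small subunit were higher in selected fish, with median log2 fold changes of 1.022 and 1.038, and 4 and 3 of them were DEGs. They come from the paper's DEGs of the same samples, so their direction was given by the choice. The paper relates the strain DEGs mainly to gene regulation on the basis of their ontology terms.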

GO for energy metabolism and oxidation of nutrients was most apparent in the diet comparison. This is interesting in that we see an inverse relationship with HSI and selected fish fed the PM diet (Fig 5). This interplay of energy stores and nutrient turnover in the muscle tissues of selected fish fed the PM diet could be important differences related to the utilization of different plant proteins. GO for immune responsiveness in muscle is not as pronounced as observed in Atlantic salmon fed a partial replacement diet [45].

Even as gene expression in muscle tissue is not as pronounced as in liver tissue during dietary alteration, the selected strain (ARS-KO) still grows twice as fast as parental lines and does so when fed a high-soy, all plant-protein feed [27]. Thus additional examination of muscle tissue outside of mRNA may further explain physiological differences of fish strain to PM diet. For instance, phenotypic variation at the nucleotide level (SNPs) may explain differences of selective muscle growth to PM diets. In zebrafish, growth-associated SNP variation was noted in the aminoacyl-tRNA biosynthesis pathway when fish were fed a plant-protein diet [54]. We observed that the aminoacylation GO biological process is significantly enriched in muscle (Table 4) and that aminoacyl-tRNA biosynthesis KEGG pathway is highly perturbed at the systems level (Table 6). Also, dietary-induced epigenetic modifications to skeletal muscle growth are indicated in a variety of food animal and livestock species as are regulatory RNAs [55]. We now understand certain regulatory RNAs play a role in fish muscle growth, feed intake and nutrient metabolism [56], which may be indicated in our functional analyses (GO:0006417). As ER retention sequence binding (GO:0046923) is the only enriched functional category in the muscle selection comparison (Table 4), it is also highly likely that variation in muscle due to selective pressures under PM diet manifests at the protein level, which remains to be further explored with this trout model.

### Synergistic effects of gene perturbation combining liver and muscle expression

Our trout breeding program is based upon growth and feed efficiency selection with tolerance to PM diets (ARS-KO strain). Therefore, we were interested in determining any gene expression signatures that may be suppressed or amplified when comparing DEGs from both muscle and liver tissues. We found that when combining tissues for analyses, the pathway for purine metabolism is extraordinarily perturbed (S1 Fig) in both the number of transcripts and enzymes detected under this systems approach given all unique DEGs, regardless of strain or diet type (Tables 5 and 6). One possibility for this perturbation could be the amount of nucleotides in foodstuffs and additives selected for aquafeeds [57], since meat and seafood products generally have higher purine content than plant products. However, soybean is the major plant ingredient in the PM diet (Table 1), which is one of the more purine-rich plantstuffs [58]. We did not find differential expression of urate oxidase mRNAs in our datasets, one of the genes found responsive to changes in purines in the diets of Atlantic salmon [59].

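None of the 8 tables of DEGs in the S4 to S11 Tables holds a transcript named urate oxidase or uricase, so 0 such transcripts could be looked up. Names of transcripts outside these tables are not in the files analysed here. Whether a urate oxidase transcript was counted at all could therefore not be examined. From the absence of this enzyme among its DEGs, the paper draws a contrast with Atlantic salmon.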

Perturbation of purine metabolism at the systems level may also be due to amplified effects of nucleotide differences on innate immunity, as we observe a moderate number of transcripts contributing to T-cell signalling pathway in both liver and muscle (Table 5). Indeed in mammalian physiology, adenosine released at injured and inflamed sites plays a central role in the regulation of inflammatory responses and in limiting inflammatory tissue destruction [60, 61]. Whereas early inflammatory signaling favors a transition from neutrophil infiltration to macrophage recruitment, in later stages adenosine contributes to resolving inflammation both by down-regulating macrophage activation and by progressing T-cell responses [60, 61]. Some anti-inflammatory and immuno-modulating drugs act, at least in part, by decreasing intracellular adenosine 5’-triphosphate (ATP) concentrations and increasing extracellular adenosine levels [61, 62]. Exosome enzymatic activity has also been indicated in the production of extracellular adenosine, related to T-cell regulation [63]. Among the greatest CC GOs in our datasets are the cytosol and extracellular exosome within the diet comparison (Table 3). It is thus highly plausible in our experimental model, where both purine metabolism (highly) and T-cell signalling (slightly) are perturbed, that we are observing responsiveness to quelling tissue disruption and inflammation rather than simply a difference in metabolic demands due to some dietary disparity. Genetic selection in trout for diet utilization may have shifted this interplay between diet and nonspecific immunity. Further examination on relationship of purine metabolic homeostasis versus the level of inflammation is warranted based on the observations here, particularly in our enteritis-free trout model at the site of inflammation (DI).

Other major pathways perturbed among tissues are ones that might be expected, relating to many central metabolic processes and the production of energy along with responsiveness to foreign substances (Tables 5 and 6).

### Enteritis-free trout strain reared on PM diet reveals candidate genes for dietary utilization

Our candidate list reveals a set of genes from three modules highly correlated with diet substitution using plant-diet tolerant trout (Table 7). The positively-correlated module (salmon) contains genes involved in RNA-binding, RNA-processing and RNA methylation (S13 Table). Since modules identified have high correlations, albeit direct or inverse with diet, it is likely that some RNA regulation (genes from the salmon module) is affecting genes of the other significant modules. For instance, elongation factors can play a role in mRNA turnover and processing of polypeptides through delivery of amino acids to ribosomal complexes. 

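The turquoise candidates hold 2 translation factors, EEF1G and EIF5A2. EEF1G (C738_c2_seq1_) fell from 26.8 ± 12.1 CPM (SD, n = 10) on FM to 11.22 ± 6.73 CPM on PM in selected livers (log2 fold change -1.287, standard error 0.377, adjusted p = 0.0427 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). EIF5A2 (C1423_c0_seq1_) fell from 19.73 ± 7.68 to 8.88 ± 5.78 CPM (log2 fold change -1.19, standard error 0.37, adjusted p = 0.0536 by the same test). The sample score as covariate, chosen after seeing the data, moved these log2 fold changes to 0.167 and 0.183. Of the 8 transcripts that the S5 Table names as elongation factors, 4 were lower and 4 higher on PM, from -1.589 to 0.991 with a median of -0.206, and 7 were DEGs.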

We see that elongation factors are down-regulated (and negatively-correlated) with the PM diet. Based on KEGG mapping, candidate enzymes encoded from genes in the salmon module may play a role in purine and/or thiamine metabolism. Regulation of both nucleotides and essential nutrients might be one way in which selection has affected plant diet tolerance. In terms of enteritis, alternative mRNA processing [64], noncoding RNAs [65] and epigenetic effects [66] are also strongly indicated in inflammatory bowel diseases. The ability of the selected fish to quell enteritis could also be indicative of some of the strong regulatory signatures we see here, that are positively correlated to PM diet and the salmon module (S13 Table).

Candidate genes under the purple and turquoise modules are negatively-correlated with the PM diet. 

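Over the 20 selected livers, Pearson's r of log2(CPM + 1) with the PM diet was negative for all 19 purple candidates (-0.883 to -0.323, median -0.674) and all 26 turquoise candidates (-0.852 to -0.6, median -0.694). The lowest value in purple was that of IL17REL and the value nearest 0 that of CTDSP2. The paper chose the candidates in the same livers, from modules correlated with diet, as hub genes, by |kME + Cor| or as top DEGs. Within a fish code prefix all fish had the same diet, and no r can be given there.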

In GO analyses of genes underlying the complete purple module, we find a high number of GO terms associated with purine metabolism (S2 Fig). Along with a positive correlation to potential regulation of metabolism from genes in the salmon module, this provides more evidence for the candidate genes’ involvement in (regulation of) purine metabolism as important in long-term plant diet tolerance. Further evidence supporting nucleotide importance is that one of the genes, slc25a36, in mammals is involved in pyrimidine transport [67]. The interconnectedness and role of this candidate gene in trout dietary tolerance requires further study as purine signals are by far the most prevalent in this study, although in general, DE of genes involved in nucleotide synthesis are often paralleled by immune responsive genes in salmonids [68]. Even as we are examining liver co-expression, since we were most determined to find nutrigenomic signatures outside of enteritis, we still observed that the purple module shows KEGG pathways involved in T-cell receptor signalling. In addition, on the 100% plant protein replacement diet fed to tolerant selected fish with no enteritis, we observed some related down-regulated genes that have previously been up-regulated on plant replacement diets in salmonids. For instance, after 8 h on a plant-diet, Panserat and colleagues [12] found that a thioredoxin-like protein gene and sorting nexins, similar to what was found in this study, were up-regulated in trout liver. Although these may be different isoforms of genes discovered here, there is evidence that selection, long-term tolerance and a difference in gene regulation could all play a role in our observations. For candidate genes under the turquoise module (Table 7), we observe that two genes encode enzymes (PC and MDH2) classified for their carboxylase and dehydrogenase activity, respectively, that contribute to both the citrate cycle and pyruvate metabolism. In addition we see ferroxidase activity and oxidoreductase activity oxidizing metal ions GOs from these candidate genes. Together these genes have been shown to be involved with modulating humoral immune response, protein folding and cell survival [69–71]. Overall this suggests that utilization of the PM diet involves synergistic effects of genes involved with maintaining cell and tissue health at multiple stages, from transcriptional regulation and protein modification to cell signalling and related responses.

Previous studies have shown T-cell involvement in soybean meal diet-induced intestinal inflammation in salmonids [19, 72, 73]. Lilleeng and colleagues [72] found that expression of T-cell markers was depressed after early exposure of Atlantic salmon to a soybean meal diet. We observed a tyrosine kinase (FRK) and a phosphatase (CTDSP2) contributing to the identity of the T-cell receptor signalling KEGG pathway along with an interleukin receptor (IL17REL) were identified as having an inverse relationship to PM diet (Table 7). 

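FRK (C38093_c0_seq1_) fell from 14.87 ± 3.72 CPM (SD, n = 10) on FM to 7.72 ± 2.69 CPM on PM in liver of selected fish (log2 fold change -0.983, standard error 0.193, adjusted p = 0.0106 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In non-selected fish it went from 17.96 ± 7.52 to 10.91 ± 3.49 CPM (log2 fold change -0.733, standard error 0.226, adjusted p = 0.173 by the same test).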

FRK was also identified as negatively-regulated through differential gene expression analysis. 

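In the diet comparison of selected livers, CTDSP2 (C35474_c2_seq1_) had a log2 fold change of -0.356 (standard error 0.182, adjusted p = 0.231 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). IL17REL (C172972_c0_seq1_) was left out by the low-count filter. It averaged 4.06 ± 2.48 CPM (SD, n = 10) on FM and 0.29 ± 0.31 CPM on PM, and every fish on PM lay below every fish on FM. With all 40 livers in one fit its log2 fold change was -3.885 (standard error 0.565, adjusted p = 0.000179 by the same test), and with a filter of a mean of at least 1 CPM it was -3.878 (standard error 0.495, adjusted p = 0.000358).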

Interestingly, IL17REL and CTDSP2 were the only two genes in our candidate list that were not significant DEGs between the diet comparison (Fig 1b). However, in the chronic enteritis comparison (S7 Table), IL17REL is the largest (by magnitude) down-regulated gene given PM diet treatment for 12-weeks, a gene which has been strongly associated to human ulcerative colitis [49]. 

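In liver of non-selected fish IL17REL (C172972_c0_seq1_) was at 6.97 ± 4.24 CPM (SD, n = 10) on FM and 1.29 ± 1.15 CPM on PM, a log2 fold change of -2.431 (standard error 0.488, adjusted p = 0.0395 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all 10 fish on PM below the FM median. Only an olfactory receptor 10A4-like transcript (C111565_c0_seq1_) had a more negative value among the DEGs (-2.513). With the replicate number as a block the log2 fold change of IL17REL was -2.6 and its adjusted p 0.182 by the same test. From the fall of this gene, the paper proposes that T-cell associated regulation stays important in longer exposure to PM, driven by enteritis.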

These data suggest that regulation of T-cell associated activity is not only important in short-term exposure to PM diet but also in the longer-term, with presence of enteritis being the main driver over genotype. This is supported by the fact that IL17REL, CTDSP2 and FRK are not DEGs in the selection comparison (Fig 1b). 

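Selected and non-selected livers on PM differed in FRK (C38093_c0_seq1_) by a log2 fold change of -0.522 (standard error 0.217, adjusted p = 0.172 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and in CTDSP2 (C35474_c2_seq1_) by 0.291 (standard error 0.149, adjusted p = 0.264 by the same test). IL17REL (C172972_c0_seq1_) averaged 1.29 ± 1.15 CPM (SD, n = 10) in non-selected and 0.29 ± 0.31 CPM in selected fish, all 10 selected fish lying below the non-selected median. It was too low for the filter in this comparison, and its log2 fold change was -2.226 without the filter (standard error 0.627, adjusted p = 0.0653 by the same test). The value was -2.249 with all 40 livers in a joint fit (standard error 0.584, adjusted p = 0.0255 by the same test). With DESeq2 it was -2.267 (standard error 0.668, adjusted p = 0.0241). The paper reasons that these genes, not being DEGs for selection, follow enteritis more than genotype.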

This also reveals that the magnitude of fold-change may not be the only key for long-term T-cell (receptor) activity under PM-induced enteritis, but rather feedback mechanisms, the interplay with other co-expressors or, in the presence / up-regulation of various gene regulators (salmon module), transcriptional or post-transcriptional regulation all could play a role. These could contribute to the ways in which ARS-KO fish, free of enteritis on PM diet, suppresses inflammation under what would be (in the non-selected fish) chronic enteritis by 12-weeks’ time. It is also possible that through selection trout strains may be having different autoimmune or other detoxification responsiveness given different diets, as perturbation of muscle and liver tissues combined reveals both T-cell receptor signalling and metabolism of xenobiotics by cytochrome P450 as key pathways within the system (Table 5). Indeed perturbation of genes underlying xenobiotic metabolism have been observed in many cases of diet modifications in salmonid and other marine fish aquaculture [24, 74, 75]; in addition, a gene for cytochrome P450 reductase was identified as a candidate in this effort. As the major objective of this study was focused towards nutrigenomics, further functional analyses at the site of inflammation (distal intestine) using ARS-KO selected trout may reveal further important signatures of enteritis, especially given these immune-related signatures in liver.

Candidate genes that are found linked to the trait of plant-protein utilization in carnivorous fish would be highly advantageous for use in aquaculture, especially given the rising costs and lack of availability of FM [5]. Additionally, the identification of variation explaining phenotypic effects is especially valuable for traits that are difficult and/or expensive to evaluate [76], such as those requiring extended rearing periods. In our rainbow trout model, candidate gene data can provide additional information about the biology behind our trait as well as reduce costs in terms of number of resources needed for selection when used as a screening tool. This information also has the potential to be transferred to other teleosts, most specifically other salmonids, in order to increase genetic gains through marker-assisted or genomic selection [76, 77].

## Conclusions

The reformulation of aquafeeds along with the advancement of breeding programs with species adaptive to replacement diets is crucial to the success of sustainable aquaculture. After over a decade of genetic selection, we developed a strain of rainbow trout that performs well over long-term rearing when fed a high-soy, all plant-protein feed without developing enteritis. Since growth and feed efficiency along with diet-tolerance were major selection foci, we examined gene expression by RNA sequencing muscle and liver tissues of selected and non-selected trout strains fed either a fishmeal-based control feed or an all plant-protein feed. Genes identified in this study can be added to the growing list of those associated with diet tolerance and utilization. Among the tissues and strains, thiamine and especially purine metabolism is highly perturbed. Systems analysis among the tissues tested reveals that the interplay between selection for growth, dietary utilization and tolerance may have implications in nonspecific immunity as well. Using an integrative nutrigenomic approach of read-count differential expression, co-expression and other functional analyses, candidate genes that may play major roles in plant-diet utilization were found as these genes were identified in fish in the absence of enteritis. In addition, a major risk locus in ulcerative colitis, IL17REL was identified through these efforts and expression of IL-17 has been indicated in ulcerative colitis and celiac disease; as such, rainbow trout selected for plant-diet tolerance may have added utility as a potential biomedical model for human inflammatory bowel diseases.

## Supporting information

S1 Fig PDF image of purine metabolism KEGG pathway, colored by enzyme. (PDF) Click here for additional data file.

S2 Fig PDF image of GO pie chart based on purple module from WCGNA. (PDF) Click here for additional data file.

S1 Table Excel file of trait measurements used in WGCNA. (XLSX) Click here for additional data file.

S2 Table Excel file of FPKM values used in WGCNA. (XLSX) Click here for additional data file.

S3 Table Excel file of primer information for TaqMan assays used in RT-qPCR. (XLSX) Click here for additional data file.

S4 Table Excel file of DEGs from liver in the “selection” comparison. (XLSX) Click here for additional data file.

S5 Table Excel file of DEGs from liver in the “diet” comparison. (XLSX) Click here for additional data file.

S6 Table Excel file of DEGs from liver in the “strain” comparison. (XLSX) Click here for additional data file.

S7 Table Excel file of DEGs from liver in the “enteritis” comparison. (XLSX) Click here for additional data file.

S8 Table Excel file of DEGs from muscle in the “selection” comparison. (XLSX) Click here for additional data file.

S9 Table Excel file of DEGs from muscle in the “diet” comparison. (XLSX) Click here for additional data file.

S10 Table Excel file of DEGs from muscle in the “strain” comparison. (XLSX) Click here for additional data file.

S11 Table Excel file of DEGs from muscle in the “enteritis” comparison. (XLSX) Click here for additional data file.

S12 Table Excel file of the complete GO analysis of liver based on DEGs. (XLSX) Click here for additional data file.

S13 Table Excel file of Fisher’s exact test results of salmon module from WCGNA. (XLSX) Click here for additional data file.

S14 Table Excel file of Fisher’s exact test results of turquoise module from WCGNA. (XLSX) Click here for additional data file.

# Supplementary material for: Integrative functional analyses using rainbow trout selected for tolerance to plant diets reveal nutrigenomic signatures for soy utilization without the concurrence of enteritis
**Source:** PLoS One. 2017 Jul 19;12(7):e0180972. doi: 10.1371/journal.pone.0180972

Score Distribution (Biological Process)

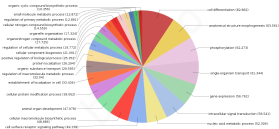

Score Distribution (Cellular Component)

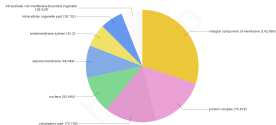

Score Distribution (Molecular Function)

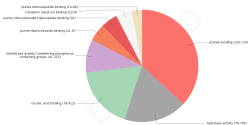

**Supplement:** S2 Fig

How the deposited data were processed for this re-analysis (not part of the article)

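Liver and muscle RNA of 40 rainbow trout was sequenced, which gives 80 libraries. The fish came from a strain selected for growth on a plant diet and a non-selected strain, each fed FM or PM, with 10 fish per group and both tissues of every fish. Sample groups were taken from the sample labels and the paper's description of the design. The labels also carry a fish code whose prefix takes 2 values per group, with 5 fish each. Neither the labels nor the paper define the prefix, and the paper describes triplicate tanks.

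The deposited values are estimated counts per transcript. To make them, the authors trimmed the reads with Trim Galore, removed rRNA reads with Bowtie2, aligned the rest to the published rainbow trout transcriptome with Bowtie2 and assigned them to transcripts with eXpress, using strand information. The column that the authors deposited is the effective count of eXpress, an estimated count adjusted for the effective length of the transcript, which they rounded to whole numbers and did not normalize between samples. A sum of effective counts need not equal the number of aligned reads, so totals per library are a measure of depth only in these units. eXpress divides reads that match several transcripts among them, so counts of close paralogs are uncertain. Each file held 44987 transcripts, in another row order than the first file, and the files were joined by transcript identifier. No pair of libraries held identical values.

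The total per library ranged from 5241280 to 19459003 counts in liver (median 8262992) and from 3740035 to 10965955 in muscle (median 6027996). A median of 25385 transcripts had a count in a liver library and 25114 in a muscle library. The 10 transcripts with the most counts took a median of 24.52% of a liver library and 35.35% of a muscle library.

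Each of the 4 comparisons of the paper was tested in each tissue on the 20 libraries of its 2 groups. The main test was edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with TMM normalization, the filterByExpr filter on low counts, a robust fit and no covariate, and a transcript was a DEG when its adjusted p-value was under 0.05. The difference between the strains in their response to the diet was tested as an interaction over the 40 libraries of a tissue by the same test. A test fitted 14342, 14491, 14974 and 14981 transcripts for selection, diet, strain and enteritis in liver, and 13377, 13271, 13409 and 13290 in muscle. Overlaps between comparisons were counted as in the Venn diagrams of Fig 4.

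The transcripts named in the text were chosen by a rule. They are those of Table 2 in their comparison, those of Table 7 in the liver diet comparison, the genes that the paper discusses by name, and in every comparison the 3 transcripts with the smallest adjusted p in each direction among the DEGs. Sets of transcripts were formed by the words of their descriptions in the paper's S4 to S11 Tables, which were also the source of gene names. WGCNA is not installed and full module lists are not in the files analysed here, so eigengenes were computed as the first principal component of the standardized log2(CPM + 1) values of the members that the paper lists, with a pseudocount of 1. Correlations were tested with 100000 permutations, which treat fish of the same prefix as independent. HSI was computed from the weights in the S1 Table.

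The alternatives were DESeq2 at its defaults, which is the tool of the paper, DESeq2 with transcripts under a mean of 1 CPM removed, DESeq2's size factors in edgeR, no low-count filter, a filter of a mean of at least 1 CPM, the replicate number of the labels as a block, counts summed over the fish that share a prefix, and all 40 libraries of a tissue in one fit. The removal of transcripts under 1 FPKM, which the authors applied to their DEGs, was not repeated because transcript lengths are not in the files analysed here. After the files had been seen, further settings were added: a sample score as covariate, the omission of replicate 4 of the non-selected PM muscle libraries, and DESeq2 with fold changes shrunken by its prior. The sample score is the position of a library on the first principal component of the other tissue's libraries, with group means removed.

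Every count of DEGs was set beside the counts from other divisions of the same libraries, with 100 divisions per comparison, the real one included. Further fits compared the prefixes within each group, divided the libraries by prefix across groups, and used liver libraries thinned to 5241280 counts. The procedures were tested on simulated counts with 200 changed transcripts, each on a single simulated set. The simulated fish were independent, without differences between prefixes. Only well-expressed transcripts were changed, by log2 fold changes well above 0.89, the median size among the paper's liver diet DEGs tested here. The shares below are therefore not the power or the error rate on the real libraries. The main test recovered 97% of them with 5.4% false calls and 0 wrong signs, and called 0 transcripts where nothing had been changed. DESeq2 recovered 97% with 9.8% false calls, DESeq2 with shrunken fold changes 98% with 12.1%, and edgeR without the filter 98% with 25.2%.

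Enrichment of gene ontology terms and KEGG pathways was not analysed here, since the annotation of all transcripts is not in the files analysed here. The qPCR measurements and the assignment of libraries to their pools of 8 were not in the files either. No reference genome was used. The software was R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.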

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

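In 52 groups of 10 samples, the highest and the lowest sample were compared with the rest of the group, and 6 groups were flagged because the gap to the nearest other sample exceeded Dixon's critical value as a share of the group's range. Chance alone gives about 2.6 flags among 52 groups. The largest total in liver, 19459003 counts in replicate 5 of the non-selected PM group, lay far from the next highest of 12571902 (gap 0.559 of the range), and the same library had the most transcripts detected in its group, 28755 against 25837 (0.542). Replicate 1 of the selected FM muscle group had 31988 transcripts detected, against 27887 in the next sample (0.519). MFAP4 in replicate 1 of the non-selected PM livers was at 7.9033 on the log2(CPM + 1) scale, with the next fish at 6.3784 (0.57), and GSK3 in replicate 5 of the non-selected FM livers was at 1.4408, below the next fish at 2.3105 (0.531). No technical explanation of these 5 flags was tested, and the design gives no biological one for a single sample of a group.

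The sixth flag is replicate 4 of the non-selected PM muscle group, which had 39464 transcripts detected, against 28283 in the next sample (gap 0.513 of the range). RNA from liver (mixed sample) was tested with 502 transcripts that are abundant in liver and nearly absent from muscle. They held 0.1989% of the counts of this sample, rank 5 among the 40 muscle samples. The other members ranged from 0.0458% to 0.6484%, with a median of 0.0926%. The share thus lay within their range, which gave no sign of unusual liver RNA, but above their median, so some liver RNA is not excluded. Of 4060 transcripts with at most 3 counts over all other muscle samples, 2096 (51.6%) had a count here. Together these came to 7862 counts, or 0.2% of its total. Over the 4060, the counts of this sample had a Spearman rho of 0.278 with mean liver CPM. A possible explanation is reads from DNA or unspliced RNA spread over all transcripts. It cannot be told from the files, because a transcript length was at hand for only 0.3% of these transcripts and the test by length is void. Both predictions were written before the tests. The design gives no biological explanation for one sample, and none was tested. Without this sample, a setting chosen after seeing the data, the muscle selection comparison had 1 DEG in place of 0 and the enteritis comparison 0 as before.

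The response to the diet differed between the strains for 19 liver and 12 muscle transcripts, by the interaction term of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 40 libraries of a tissue. In liver, 18 of the 18 transcripts tested in both strains had diet log2 fold changes of opposite sign in the strains, and in muscle 11 of 11. A crossing of signs favours a large interaction, so it follows in part from the choice of transcripts. The smallest adjusted p in liver belonged to an ATP synthase-coupling factor 6 transcript (C1614_c0_seq1_, interaction -1.078, standard error 0.185, adjusted p = 0.0094), whose diet log2 fold change was -0.714 in selected and 0.372 in non-selected fish, and to a homolog of HIV enhancer-binding protein 2 (C112662_c0_seq1_, 1.845, standard error 0.326, adjusted p = 0.0094), at 1.335 and -0.493. In muscle it belonged to chromodomain-helicase-DNA-binding protein 9 (C64386_c1_seq1_, 1.607, standard error 0.293, adjusted p = 0.03), at 0.81 and -0.805.

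For the interaction, 1 of the 100 splits of the 40 livers, the real one, gave as many DEGs, and likewise 1 of the 100 splits of the 40 muscle samples, while the largest number in any other split was 11 in both tissues. The count is unlikely to come from a random division of the fish into groups. The splits shuffled the labels of all groups, however, which removes the diet and strain differences together with the interaction. They therefore do not test the interaction alone. The difference between the strains may still come from the fish code prefixes, which are nested in the groups: summing counts by prefix left 0 DEGs in either tissue, and with 2 sums per group that fit has little power. With the sample score as covariate, chosen after seeing the data, 0 were left in either tissue. A covariate also takes power, and several of the interaction effects kept nearly their size under it, so these 0 do not show that the score explains the interaction. Because the prefixes are nested in the groups, the interaction is not called biological here.

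In liver, the change of each module eigengene from FM to PM, computed over the 40 livers from the members that the paper lists, also differed between the strains. Selected minus non-selected fish, the difference was 1.287 for salmon (permutation p = 0.00979), -1.026 for purple (permutation p = 0.0139) and -1.509 for turquoise (permutation p = 0.0106), each with an adjusted p of 0.0139 over 3 modules. The paper chose these modules in selected fish, which favours a larger response there, and each fish code prefix lies in one group. The permutations treat fish of the same prefix as independent. In selected PM livers the mean salmon eigengene was 1.82 for T9 and 0.019 for T11. No technical explanation of these differences was tested, and they are not called biological.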

How the results depend on the processing

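The 8 alternatives listed first in the summary of the processing were fixed before the processed files arrived, together with the grouping of the samples and the design of each test. The sample score, the omission of replicate 4 and the shrunken fold changes were added after seeing the data. Under every alternative run for them, Spearman's rho among these, the eigengene correlations kept their sign and their side of the threshold. The HSI difference by diet kept its sign, but over the 6 measures correlated with diet the Benjamini-Hochberg adjusted values of HSI were 0.04147 for Pearson's r and 0.05398 for Spearman's rho, on either side of the threshold. Overlaps were counted with DESeq2, with and without the CPM minimum, its size factors, both other filters and a joint fit of 40 samples. Under none of these was a liver or muscle transcript a DEG in all 4 comparisons. The main counts of DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 468, 1018, 65 and 31 for selection, diet, strain and enteritis in liver and 0, 114, 351 and 0 in muscle, and 19 and 12 for the interaction.

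DESeq2 gave more DEGs throughout. It gave 987, 2272, 231 and 186 in liver, 28, 409, 748 and 60 in muscle, and 134 and 88 for the interaction in liver and muscle. With a mean of at least 1 CPM these were 893, 1727, 200 and 186 in liver, 26, 409, 715 and 60 in muscle, and 116 and 88. The overlap of diet and selection in liver rose from 78 to 208, or 178 with the CPM minimum, that of enteritis and selection from 5 to 53 in both, and that of diet and strain from 14 to 53 and 42. In muscle, diet and strain went from 33 to 108 in both and enteritis and strain from 0 to 12 in both, and the union over both tissues went from 1815 to 4125 and 3478. DESeq2 does not carry the uncertainty of a transcript's dispersion into its test, as the quasi-likelihood test does, which may explain part of the rise. On a single set of simulated counts without prefix differences, its share of false calls was 9.8% of 215 calls. For the main test it was 5.4% of 205 calls.

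DESeq2 with shrunken fold changes gave 979, 2315, 218 and 186 DEGs in liver and 20, 396, 735 and 53 in muscle. With a mean of at least 1 CPM it gave 887, 1740, 195 and 186, and 20, 396, 705 and 53. Its prior pulls uncertain fold changes towards 0 and changes the test little, as the closeness to the DESeq2 counts shows.

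DESeq2's size factors in edgeR moved only small counts, to 6 for the liver interaction, 3 for the overlap of enteritis and selection and 7 for that of diet and strain in liver. Without the low-count filter, liver strain rose to 98 and the liver interaction fell to 11. In muscle, selection went to 6, diet to 68, enteritis to 5 and the interaction to 394, and the overlaps were 41 (liver diet and selection), 18 (muscle diet and strain) and 2 (muscle enteritis and strain). The filter keeps transcripts with few counts out of the adjustment and out of the fit of the dispersions, and single samples with counts on nearly silent transcripts may raise the number without it, as for the 394. A filter of a mean of at least 1 CPM gave 7 for the liver interaction, 1 for muscle selection, 59 for muscle diet and 17 for the overlap of muscle diet and strain.

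With the replicate block, liver selection had 139 DEGs, strain 10, enteritis 12 and the interaction 3. Muscle strain had 168, enteritis 1 and the interaction 3. The diet counts rose instead, from 1018 to 1215 in liver and from 114 to 162 in muscle. The block takes up degrees of freedom, and it joins different fish that share only a running number in the labels. The numbers follow the prefixes, the first prefix of each group holding the lower ones. An r between same-numbered samples may thus come in part from differences between prefixes. Samples with the same number deviated together most in the diet comparison, with a mean r of 0.131 in liver (permutation p = 0.0132) and 0.099 in muscle (permutation p = 0.022), both with an adjusted p of 0.088 over the 8 comparisons, so a pairing was not shown. Counts summed per fish code prefix gave 0, 0, 7 and 1 in liver, 2, 0 and 4 for muscle selection, diet and strain, and 0 for both interactions, and 0 of the 61 tested candidate genes of Table 7 passed the threshold, against 54. That fit has 2 sums per group, and its lack of DEGs may reflect its low power as much as a difference between prefixes.

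All 40 samples of a tissue in one fit gave 99 DEGs for liver strain, 16 for liver enteritis and 4 for muscle selection, with overlaps of 124 (diet and selection) and 3 (enteritis and selection) in liver. The groups then share one estimate of the spread. Leaving out replicate 4 of the non-selected PM muscle group gave 1 DEG for muscle selection, and with DESeq2 and the CPM minimum 34 for selection and 65 for enteritis.

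With the sample score as covariate, liver selection fell to 196, diet to 0, strain to 28 and the interaction to 0, while enteritis rose to 72. In muscle, diet fell to 11, strain to 17 and the interaction to 0, and 0 candidate genes of Table 7 passed the threshold. Of the transcripts named in the liver diet comparison, 9 reversed their sign. Their log2 fold changes were 0.36 for CD302, 0.167 for EEF1G, 0.157 for SERPIND1, 0.337 for SLC25A5 and 0.015 for TMEM254. MCFD2 was at 0.171, PC at 0.157, EIF5A2 at 0.183 and PABPC1 at 0.072. Of 1288 diet DEGs of the paper tested here, 1102 kept the paper's sign with the score and 1287 without it. The covariate removes whatever runs along one direction of variation between libraries. Since the score itself differs between the diets in selected fish, it may remove a response to the diet together with variation of another origin, and the 0 does not show that diet had no effect.

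Among the single transcripts named, the score made 74 of 122 weaker and reversed 9, prefix sums made 105 of 122 weaker, the absent filter 18, and the block made 14 weaker and 4 stronger. DESeq2 made 1 weaker and 7 stronger, with and without the CPM minimum, and shrinkage 1 of 110 weaker and 7 stronger in both of its settings. One fit over 40 samples made 4 of 110 weaker and 3 stronger, and size factors and the CPM filter made 2 of 122 weaker each. Depth limits the small counts: when all liver libraries were thinned to 5241280 counts, selection had 372 DEGs, diet 722, strain 56 and enteritis 27.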

Differences from the paper's values

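A count is given here as different when one value is more than 1.5 times the other, and a signed value when the signs differ or the gap exceeds the standard error. The values are those of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the alternatives named without a remark were set before the files arrived. For liver selection the paper gives 826 DEGs, 416 up and 410 down, and 468, 241 and 227 were found here. DESeq2 (987, 488 and 499) and DESeq2 with a mean of at least 1 CPM (893, 447 and 446) came within the factor, as did one fit over 40 samples for the up-regulated (304). The remaining alternatives did not. DESeq2 with shrunken fold changes, chosen after seeing the values, also came within it (979, 480 and 499, and 887, 443 and 444 with the CPM minimum).

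For liver strain the paper's 174 DEGs (74 up, 100 down) stand against 65 (18 and 47). DESeq2 with the CPM minimum closed all of these gaps (200, 93 and 107), DESeq2 alone closed the total and the down-regulated (231 and 112) but not the up-regulated (119), and one fit over 40 samples closed only the down-regulated (68). With shrunken fold changes, chosen after seeing the values, the counts were 218, 107 and 111, or 195, 88 and 107 with the CPM minimum, all within the factor. For liver enteritis the paper has 184 (109 up, 75 down) and 31 were found (12 and 19). Both DESeq2 alternatives closed the gaps, each with 186, 117 and 69, and no other alternative did, apart from shrunken fold changes, chosen after seeing the values, with the same 186, 117 and 69. The liver diet comparison was not different by the main test (1018 against the paper's 1341). DESeq2 opened a gap there in the total (2272) and in the down-regulated (1586 against 693). With the CPM minimum the gap was in the down-regulated only (1068).

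In muscle, the paper's 33 selection DEGs (13 up, 20 down) stand against 0 in total and 0 in each direction. As counts, DESeq2 closed all 3 gaps (28, 14 and 14), and with the CPM minimum the total and the up-regulated (26 and 14) but not the down-regulated (12). The directions were not recovered, since with DESeq2 only 1 of the paper's 33 transcripts had the same sign. Leaving out replicate 4 with DESeq2 and the CPM minimum, chosen after seeing the values, closed the total (34) but neither direction (24 and 10), and shrunken fold changes, chosen after seeing the values, closed only the up-regulated (12). For muscle diet the paper gives 341 (151 up, 190 down) and 114 were found (44 and 70). Both DESeq2 alternatives closed these (409, 177 and 232), as did shrunken fold changes, chosen after seeing the values (396, 171 and 225), and no other alternative did.

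For muscle strain the paper's 578 (290 up, 288 down) stand against 351 (161 and 190). DESeq2 (748, 419 and 329), DESeq2 with the CPM minimum (715, 395 and 320) and one fit over 40 samples (398, 201 and 197) closed all 3 gaps, and so did shrunken fold changes, chosen after seeing the values (735, 414 and 321, or 705, 391 and 314 with the CPM minimum). The others did not. For muscle enteritis the paper has 80 (65 up, 15 down) against 0, 0 and 0. Both DESeq2 alternatives closed the total with 60, and so did the omission of replicate 4 with DESeq2 and the CPM minimum, chosen after seeing the values, with 65. No setting closed the gap in either direction: DESeq2 gave 12 up and 48 down.

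For the overlaps, the paper's 153 for liver diet and selection stands against 78, closed by DESeq2 (208), DESeq2 with the CPM minimum (178) and one fit over 40 samples (124). The paper's 54 for liver enteritis and selection stands against 5, its 37 for liver diet and strain against 14, its 100 for muscle diet and strain against 33 and its 14 for muscle enteritis and strain against 0. Only the DESeq2 alternatives closed these, with 53 and 53, 53 and 42, 108 and 108, and 12 and 12. The union over both tissues is 2899 in the paper and 1815 here, and DESeq2 (4125), DESeq2 with the CPM minimum (3478) and one fit over 40 samples (2166) came within the factor. The remaining alternatives run for the overlaps and the union did not.

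Of the Table 2 fold changes, BHMT1 is -2.94 in the paper and -4.253 here, and only the replicate block closed the gap among the alternatives set beforehand (-3.198). ELA1 is -4.95 in the paper and -7.664 here, and the absent filter (-7.569), the CPM filter (-7.548), prefix sums (-6.932) and one fit over 40 samples (-7.56) brought the gap within the standard error, while the others did not. GSK3 is 3.85 in the paper and 4.927 here, closed by the absent filter (4.876), the block (4.488) and one fit over 40 samples (4.911), not by the others, and by the sample score, chosen after seeing the values (4.46). With the absent filter and with one fit GSK3 hardly moved, while its standard error was 1.042 and 1.307, against 1.015 in the main test. For ELA1 the standard error was 3.522 in one fit, against 2.701. A gap closed by a wider error does not explain the difference from the paper. IL17REL is -2.52 in the paper and -5.392 here, and none of the alternatives set beforehand closed it. Shrunken fold changes, chosen after seeing the values, closed all 4, with -2.919, -4.897, 3.832 and -2.491, the same with the CPM minimum.

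Of the 63 correlations with diet in Table 7, 56 were within the standard error and 7 were not. The paper's values are 0.572 for UTP3, 0.551 for PUM3, 0.862 for PRG4, 0.7 for GSPT2, -0.868 for TRAF4, -0.815 for SNX9 and -0.716 for GCHFR, against 0.686, 0.669, 0.9, 0.759, -0.808, -0.65 and -0.584 here. No alternative was run for them. The module correlation with diet is about 0.64 for salmon in Fig 5, read by eye, against 0.749 here, and about -0.75 for purple in Fig 5, read by eye, against -0.827. None of the alternatives closed either gap, with 0.832, 0.754, 0.739 and 0.772 for salmon and -0.867, -0.83 and -0.838 for purple. The eigengenes here rest on the listed members only.

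Some directions and rankings also differ. The paper's S11 Table gives the muscle enteritis DEGs a sign that was the same as the one found here in 5 of 80 transcripts, and the S8 Table those of muscle selection in 1 of 32. With DESeq2 the same sign was found in 0 of 80 and 1 of 33. In the paper, ER lumen protein retaining receptors rise in muscle of selected fish on PM, while the 2 transcripts had log2 fold changes of -0.585 and -0.555 here. The paper ranks IL17REL as the most down-regulated liver transcript of the enteritis comparison, and here an olfactory receptor 10A4-like transcript had a lower log2 fold change (-2.513 against -2.431). In the paper's account IL17REL is not a DEG of diet or selection in liver. It was left out by the main filter in both, and with DESeq2 its log2 fold change was -3.977 for diet (adjusted p = 6.36e-11) and -2.267 for selection (adjusted p = 0.0241). The paper lists a proteasome transcript among the enteritis DEGs, and here its log2 fold change of 0.311 did not pass the threshold. The candidate genes SNX9, GCHFR, CD302, SLC25A5, TMEM254 and EIF5A2 are diet DEGs in the paper's S5 Table and were not past the threshold here. With DESeq2 each of them passed (adjusted p from 0.0181 to 0.0472). With the replicate block CD302, SLC25A5, TMEM254 and EIF5A2 passed, and SNX9 and GCHFR did not.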

Other observations

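Each count of DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was set beside other divisions of the same 20 libraries. For liver selection (468), diet (1018), strain (65) and enteritis (31), and for muscle diet (114) and strain (351), 1 of the 100 splits, the real one, gave as many DEGs. The largest count in another split was 140, 2, 1 and 17 in liver and 1 and 7 in muscle. For muscle selection and enteritis, which had 0 DEGs, all 100 of the 100 splits gave as many, as any split must.

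Splits that mix the groups by fish code prefix gave fewer DEGs than the real groups in every comparison with any. The larger of the 2 such counts was 315 for liver selection (T17 and T11 against the others), 440 for liver diet (T14 and T9 against the others), 1 for liver strain and 2 for liver enteritis, and 28 for muscle diet, 0 for muscle strain, 0 for muscle selection and 1 for muscle enteritis. In the last 2 comparisons the real groups had 0 DEGs, so any split gives at least as many and nothing follows about the prefixes there. The counts of 315 and 440 are large for splits that cross the diet or the strain, and differences between prefixes may therefore contribute to the DEGs of selection and diet. Within groups, 5 fish against 5, the prefixes differed in 578 transcripts in selected PM livers, 363 in selected FM livers, 38 in non-selected PM livers and 0 in non-selected FM livers, and in 5, 5, 81 and 0 in muscle. Because every prefix lies in a single group, a tank or batch tied to it cannot be separated from diet and strain, and the library pools of 8 are not in the labels.

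The diet comparison of selected livers had more DEGs than the enteritis comparison of non-selected livers (1018 against 31). Unequal totals alone are unlikely to explain this, because libraries thinned to the smallest total of 5241280 counts still gave 722 against 27. Thinning equalizes the totals only, so it does not test other differences between libraries that go with depth. The prediction was written before the test. Whether the responses themselves differ was tested by the interaction, with 19 DEGs.

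The first principal component of the variation within groups carried 21.2% of the variance in liver and 18.5% in muscle. Its loadings in the 2 tissues had a Spearman rho of 0.564 across 13051 transcripts, which are not independent replicates, while the largest of 8 other pairs of components reached 0.138. Of 790 liver diet DEGs with a muscle loading, 693 (87.7%) changed in the direction opposite to that loading. An axis shared by liver and muscle libraries is thus a candidate explanation for much of the liver diet result. The score averaged -0.713 ± 0.993 (SD, n = 10) in selected PM and 0.698 ± 0.622 in selected FM livers, a difference of -1.412 (permutation p = 0.00124, adjusted p = 0.00496 over 4 comparisons), and 0.041 ± 0.831 and -0.026 ± 1.077 in non-selected PM and FM livers, a difference of 0.068 (permutation p = 0.873, adjusted p = 0.873).

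Several sources of this axis were weighed, and all predictions but those on the shared axis and transcript length were written after the result was seen. Prefixes within a diet differed by -1.265 between T9 and T11 (exact permutation p = 0.0556, adjusted p = 0.0741), which did not pass the threshold, and by -1.005 between T14 and T16 (exact permutation p = 0.00794, adjusted p = 0.0159), which did, so a part played by the prefixes is not excluded. Library depth remains a possible explanation of the axis within groups. With group means removed, the score had a Pearson r of -0.341 with the log2 total count (permutation p = 0.0302, adjusted p = 0.0302 over 3 relations). Spearman's rho was -0.456 (permutation p = 0.00295, adjusted p = 0.00295), and r was -0.279 without the 2 livers farthest from the median. By this relation deeper libraries score lower. The score also had a Pearson r of 0.482 with the number of transcripts detected, group means removed, so lower scores went with fewer transcripts. In selected livers the median number detected was 24153.5 on PM and 26914.5 on FM. Library quality as a source of the axis was not tested and stays open. The highest selected PM total (8751905) lay below the selected FM median (8780267), yet the PM scores were lower. These totals argue against depth as the source of the score's diet difference in selected livers. A state of the fish shared by its tissues remains as well: liver and muscle scores of the same fish had an r of 0.479 (permutation p = 0.00166, adjusted p = 0.00249; rho 0.495, permutation p = 0.00136, adjusted p = 0.00204) and of 0.585 without the 2 farthest fish. Within groups this r was 0.648 in selected PM, 0.591 in selected FM, 0.845 in non-selected PM and 0.026 in non-selected FM fish. A prefix holds 5 fish, too few for an r of its own, and no r with prefix means removed was computed. In non-selected PM fish the T17 scores were all positive in both tissues, and most T23 scores were negative. The r of 0.845 may therefore be in part a difference between prefixes. Transcript length cannot be judged, because a length was at hand for only 5.1% of the transcripts. Within groups the axis cannot be told apart from depth, and it cannot be told apart from length, so it is not called biological.

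The members that the paper lists for the turquoise module followed this axis. Their eigengene had an r of 0.985 with the score in selected livers, group means removed (permutation p = 1e-05, the smallest the permutations can give, adjusted p = 3e-05 over 6 relations; rho 0.97, permutation p = 1e-05, adjusted p = 3e-05; r 0.981 without the 2 farthest livers), and of 0.998 in non-selected livers. The members are among the transcripts that define the axis, so part of this is built in. Their correlation with diet was -0.638 in selected livers and 0.048 in non-selected livers (permutation p = 0.842, adjusted p = 0.842 over 6), and the strain-by-diet difference was -1.509 (permutation p = 0.0106, adjusted p = 0.0139 over 3). The lower turquoise values on PM may thus be a part of the axis and share its open explanations. This prediction was written after the result was seen.

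The eigengene of the 19 purple members of Table 7 was also lower on PM in the non-selected livers, in which they were not chosen. Not every member fell there: KCNK5 (C252072_c0_seq1_) had a diet log2 fold change of 0.056 in non-selected and -1.052 in selected fish. In non-selected livers the eigengene had an r of -0.732 with diet (permutation p = 0.00013, adjusted p = 0.00026 over 6), against -0.827 in selected livers. The fall on PM was larger in selected fish all the same, with a strain-by-diet difference of -1.026 (permutation p = 0.0139, adjusted p = 0.0139 over 3 modules). The salmon members differed between the strains as well, by 1.287 (permutation p = 0.00979, adjusted p = 0.0139). Their eigengene, group means removed, had an r with the axis score of -0.6 in selected livers (permutation p = 0.00486, adjusted p = 0.00972 over 6). In non-selected livers that r was -0.506 (permutation p = 0.0228, adjusted p = 0.0342). Spearman's rho was -0.577 and -0.358 (permutation test, adjusted p = 0.0179 and 0.181), so the axis may enter the salmon difference. All 3 modules were chosen in selected fish, which favours a larger response there. The purple eigengene's r with the axis score was -0.187 (permutation p = 0.426, adjusted p = 0.426 over 6; rho -0.126, permutation p = 0.595, adjusted p = 0.595; r -0.18 without the 2 farthest livers), so the axis is an unlikely source. Over the 8 prefix means the difference between PM and FM was -1.484 (exact permutation p = 0.0286, the smallest p that 4 against 4 allow, adjusted p = 0.0429 over 3 modules), with the highest PM prefix at -0.431 and the lowest FM prefix at 0.4. The 4 selected prefixes among these include the fish in which the paper chose the genes, and the 2 against 2 non-selected prefixes alone cannot be tested. Both predictions were written after the result was seen. Library pools, depth and length were not tested for this pattern, so a response of the purple genes to the diet, of unequal size in the strains, is only a hypothesis.

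ELA1, an elastase, fell on PM in selected livers, and exocrine pancreas in the liver samples was tested as its source with 7 transcripts found by pancreatic words among those of the diet table. Their mean pairwise r over 40 livers was 0.468, group means removed, above the highest of 1000 random sets (0.256), a result that is consistent with admixed pancreas. The test is weak, however. Of 1000 random sets of other lower diet DEGs, 306 reached as high a mean r (median 0.384), and the word list also caught inter-alpha-trypsin inhibitors, the bile salt export pump and pancreatic progenitor factors, so that only elastase and alpha amylase are pancreatic enzymes. ELA1 was also more abundant in muscle (mean 59.75 CPM) than in liver (19.24 CPM), and in the same fish the 2 tissues had an r of 0.571, group means removed (permutation p = 0.00035, adjusted p = 0.00105 over 3 relations; rho 0.602, permutation p = 7e-05, adjusted p = 0.00021). The prediction was written before the test. No explanation of the fall of ELA1 is preferred here.

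IL17REL (C172972_c0_seq1_), which the paper discusses for the enteritis comparison, was also lower on PM in selected livers, at 0.29 ± 0.31 CPM (SD, n = 10) against 4.06 ± 2.48 CPM on FM, and lower in 10 of 10 fish than in every fish on FM. Its log2 fold change in one fit over 40 samples was -3.885 (standard error 0.565, adjusted p = 0.000179 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -2.431 in non-selected fish. The difference between the strains was not past the threshold (interaction -1.467, standard error 0.717, adjusted p = 0.322 by the same test). No explanation was tested.

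The paper's Table 2 fold changes lie nearer 1 than those of the main test. A candidate explanation is fold changes shrunk by the prior of DESeq2. With that prior, 8 of 8 fold changes were within the standard error of the paper's value, against 3 of 8 with DESeq2 without it and 3 of 7 with the main test, which left out AP3B2. The prediction and the setting were both made after the values had been compared. The setting is used for no main value.

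In the paper's tables of muscle selection and enteritis DEGs, the signs are opposite to those of DESeq2 on the counts here in 32 of 33 and 80 of 80 transcripts, and the same as those of the main test in 1 of 32 and 5 of 80. The order of the groups turned round in these tables is a candidate explanation, to which the 80 of 80 with DESeq2 are what would be seen, and this prediction was written after the result was seen. A swap of the labels of the non-selected FM and PM muscle samples in the files was also tested, with a prediction written before the test. It is unlikely, because with the samples swapped only 185 of the 578 transcripts of the strain table were past the threshold in the same direction, against 558 with the labels as given. The 2 tables name the comparison and not the order of the groups.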
